# Chromatin architecture transitions from zebrafish sperm through early embryogenesis

**DOI:** 10.1101/gr.269860.120

**Published:** 2021-06

**Authors:** Candice L. Wike, Yixuan Guo, Mengyao Tan, Ryohei Nakamura, Dana Klatt Shaw, Noelia Díaz, Aneasha F. Whittaker-Tademy, Neva C. Durand, Erez Lieberman Aiden, Juan M. Vaquerizas, David Grunwald, Hiroyuki Takeda, Bradley R. Cairns

## Abstract

Chromatin architecture mapping in 3D formats has increased our understanding of how regulatory sequences and gene expression are connected and regulated in a genome. The 3D chromatin genome shows extensive remodeling during embryonic development, and although the cleavage-stage embryos of most species lack structure before zygotic genome activation (pre-ZGA), zebrafish has been reported to have structure. Here, we aimed to determine the chromosomal architecture in paternal/sperm zebrafish gamete cells to discern whether it either resembles or informs early pre-ZGA zebrafish embryo chromatin architecture. First, we assessed the higher-order architecture through advanced low-cell in situ Hi-C. The structure of zebrafish sperm, packaged by histones, lacks topological associated domains and instead displays “hinge-like” domains of ∼150 kb that repeat every 1–2 Mbs, suggesting a condensed repeating structure resembling mitotic chromosomes. The pre-ZGA embryos lacked chromosomal structure, in contrast to prior work, and only developed structure post-ZGA. During post-ZGA, we find chromatin architecture beginning to form at small contact domains of a median length of ∼90 kb. These small contact domains are established at enhancers, including super-enhancers, and chemical inhibition of Ep300a (p300) and Crebbpa (CBP) activity, lowering histone H3K27ac, but not transcription inhibition, diminishes these contacts. Together, this study reveals hinge-like domains in histone-packaged zebrafish sperm chromatin and determines that the initial formation of high-order chromatin architecture in zebrafish embryos occurs after ZGA primarily at enhancers bearing high H3K27ac.

The folding of chromatin inside the nucleus helps regulate enhancer–promoter interactions and the formation of chromatin compartments, which impacts gene regulation and development. Chromatin is organized at multiple scales, the largest of which involves megabase-scale active or inactive regions called A or B compartments, respectively (Lieberman-Aiden et al. 2009). It is further organized into topological associating domains (TADs) that provide a structural framework that enables proper enhancer–promoter loop engagement to minimize improper interactions (Lieberman-Aiden et al. 2009; Dixon et al. 2012; Nora et al. 2012). The disruption of TAD boundaries can misregulate these properties and lead to developmental disorders and promote cancer, demonstrating that TADs are required for proper transcription during development (Gröschel et al. 2014; Northcott et al. 2014; Lupiáñez et al. 2015; Valton and Dekker 2016; Rosa-Garrido et al. 2017; Davis et al. 2018).

A key issue within developmental biology involves how embryos transition from a totipotent to a lineage-committed state, and higher-order chromatin structures are known to influence enhancer–promoter interaction potential for developmental genes. To better understand, we sought to determine how higher-order chromatin structure is initially established in embryos, how they change during early development and cell differentiation, and how they are regulated. Notably, chromatin structure and transcription influence each other, highlighting the need to understand the relationship between the onset of transcription in the embryo (termed zygotic genome activation [ZGA]) and the establishment of the chromatin organization. These issues have been explored in a number of vertebrate and invertebrate species, which have generally revealed that chromatin lacks extensive higher-order structure before ZGA, can form independently of transcription, and largely forms after ZGA (Du et al. 2017; Hug et al. 2017; Ke et al. 2017; Chen et al. 2019). Conversely, *Danio rerio* (zebrafish) has been reported to display both A/B compartments and TAD structures in the early cleavage-stage embryo before ZGA (pre-ZGA). Curiously, both A/B compartments and TADs are lost during ZGA (Kaaij et al. 2018). This apparent observation of pre-ZGA structure is not intuitive in light of the 10 rapid cell cycles (∼15 min/cycle) and DNA replication cycles that accompany zebrafish pre-ZGA embryo development. These reported differences between pre-ZGA (structured and ∼15 min cell cycle) and early post-ZGA (not structured and ∼1 h cell cycle) phases in the zebrafish embryo prompted us to further examine whether the pre-ZGA structure resembles—and is possibly informed by—the structures present in the parental (sperm or oocyte) genomes.

Our work here also addresses zebrafish sperm chromatin architecture. In mammalian species, the vast majority of the paternal genome is packaged in protamine (Carrell 2011; Ausió et al. 2014). However, histones remain focally at many promoters and enhancers of housekeeping and developmental genes in both mice and humans (Hammoud et al. 2009; Brykczynska et al. 2010). In counter distinction to most other vertebrate species, zebrafish sperm genomes are packaged entirely by histones rather than protamine proteins (Wu et al. 2011; Zhang et al. 2016; Zhang et al. 2018), but like mammalian sperm, housekeeping and developmental promoters and enhancers in zebrafish sperm lack DNA methylation and contain H3K4me3, H2A.Z/FV, H3K27ac, and (at developmental genes) H3K27me3 (Wu et al. 2011; Murphy et al. 2018; Zhang et al. 2018). Additionally, histone chromatin marks and DNA methylation are reprogrammed during pre-ZGA zebrafish stages, but in an asymmetric manner; the maternal genome is largely reprogrammed to adopt the marking present in the sperm genome (Bernstein et al. 2006; Wu et al. 2011; Potok et al. 2013; Murphy et al. 2018; Zhang et al. 2018). Prior work in mice and the rhesus monkey strongly suggests the presence of higher-order chromatin in mammalian sperm (Battulin et al. 2015; Jung et al. 2017; Wang et al. 2019), although structure is curiously lacking in human sperm (Chen et al. 2019), suggesting variation in mammals. Thus, an analysis of higher-order structure in zebrafish sperm (which lacks protamine) would complement those prior studies and provide an initial view of the higher-order structure of a genome entirely packaged in histones. Furthermore, if the higher-order structure in sperm resembled the pre-ZGA structure, this would raise the possibility that structure in gametes might be inherited (in part) to influence structure in the embryos. Parental contribution might be diluted by subsequent rapid cell cycles of the developing zebrafish embryo to arrive at the lack of structure seen post-ZGA. This precedent, combined with the technical challenges of conducting high-throughput chromosome confirmation capture (Hi-C) on oocytes versus sperm, prompted our initial analysis of the sperm genome and comparison to the pre-ZGA structure.

Our initial goals were to use Hi-C to provide a better understanding of the connections between chromatin architecture and transcription initiation. We aimed to determine the 3D chromatin conformation of histone-packaged zebrafish sperm and to test if that architecture is transmitted to the next generation and either resembles or guides the structure of pre-ZGA zebrafish embryo chromatin. Notably, our characterization of the sperm genome reveals an architectural feature distinct from TADs and distinct from architecture in embryos. Within embryos, our results at pre-ZGA differed greatly from prior work, prompting a detailed Hi-C and ChIP-seq analysis of post-ZGA samples to identify the locations in the genome where chromatin architecture initially forms.

## Results

### High-resolution Hi-C chromatin conformation maps of zebrafish sperm and early embryos

To better understand the nucleation of chromatin architecture in the developing embryo, our time course focused on time points that flank and include ZGA. To these ends, we modified previously published low-cell input Hi-C methods to the early zebrafish embryo (Methods; Rao et al. 2014; Díaz et al. 2018) and determined the 3D chromatin organization of zebrafish mature sperm, as well as embryos at 2.25 hpf (pre-ZGA), 4 hpf (just after ZGA initiation), 5.3 hpf (post-ZGA, gastrulation), and 24 hpf (Fig. 1A; Supplemental Fig. S1A). To ensure clear interpretation, we generated Hi-C contact maps of higher resolution than prior work (Kaaij et al. 2018; Supplemental Table S1).

**Figure 1.**
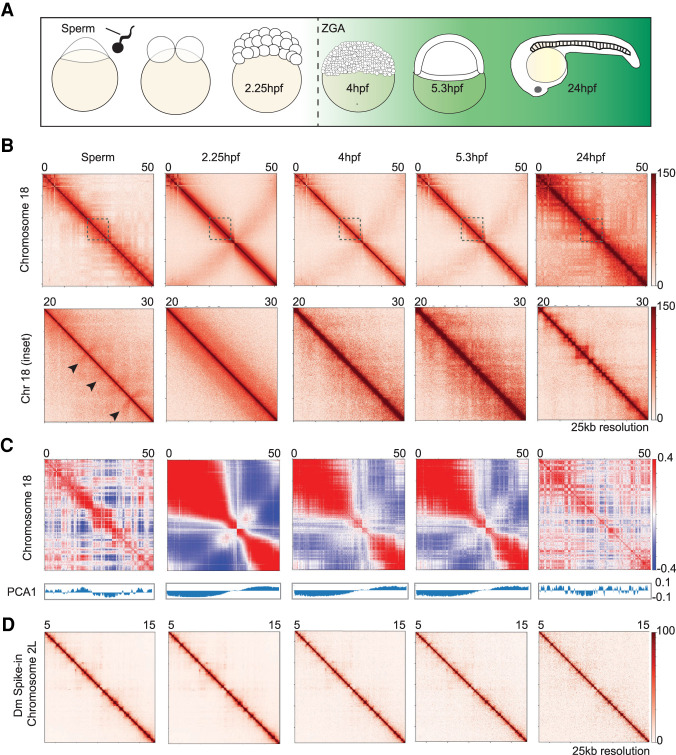
Chromatin architecture in the developing zebrafish sperm and embryos. (*A*) Schematic of the time points collected. Samples collected for low-cell in situ Hi-C experiments: sperm, 2.25 hpf (pre-ZGA, 128-cell), 4 hpf, 5.3 hpf, and 24 hpf. The onset of transcription during zygotic genome activation (ZGA) is ∼3 hpf in zebrafish. The transcription activity is portrayed by the green background. (*B*) Contact matrices of each time point from Chromosome 18 (*top*) inlet is marked in dashed gray box; Chr 18: 20–30 Mb (*bottom*), 25 kb resolution in log scale. Flares detected in sperm time point are marked by black arrows. (*C*) Correlation matrix of each time point from Chr 18. The first eigenvector (PCA1) for the normalized observed/expected ratio is shown *below* the panel to determine A/B compartment status. (*D*) Contact matrices of each time point from the *Drosophila* S2 spike-in Chr 2L: 5–15 Mb, 25 kb resolution in log scale.

Visual inspection of normalized contact probability maps for all samples at 25 kb resolution revealed considerable differences in structure within the zebrafish developmental stages examined (for Hi-C statistics, see Supplemental Table S1). First, we observed differences in contact probability over genomic distance for each embryo time point (Supplemental Fig. S1B), suggesting that the overall chromatin architecture in the developing zebrafish embryo varies between time points. Consistent with prior work (Kaaij et al. 2018), genomes of 24 hpf embryos show clear 3D structures of traditional triangular topological associated domains (TADs) (Fig. 1B). Sperm chromatin lacked TADs and instead displayed a unique structure, one that resembled “flare-like” structures, in the contact maps that was not observed in embryo stages (Fig. 1B). Regarding the embryo, the contact maps in pre-ZGA (2.25 hpf) lacked TAD-like structure domains, in marked contrast with a prior report (Kaaij et al. 2018). For both post-ZGA samples (4 hpf and 5.3 hpf), only a limited number of regions formed small contact domains, which were detectable by the changes in chromatin interactions along the diagonal that are smaller than a TAD size (Fig. 1B), explored in detail below. Furthermore, the self-interacting A/B chromatin compartments were largely absent in our pre-ZGA through post-ZGA samples, although they were clearly detected in sperm and at 24 hpf (Fig. 1C). Examination of our data by HiCExplorer (Wolff et al. 2018), a program to analyze Hi-C data, revealed a lack of boundary structures in sperm or pre-ZGA samples (Supplemental Fig. S1C). We then generated metaplots of aggregate TAD insulation signal, using boundaries established at 24 hpf, and this approach also showed a lack of negative insulation score in sperm and pre-ZGA samples (Supplemental Fig. S1D). Thus, our initial premise that sperm architecture might resemble the reported structure in pre-ZGA embryos was not supported, prompting instead an exploration of why the pre-ZGA samples lacked both A/B compartments and TAD boundaries, where and when structure initially forms in zebrafish, and the characterization of the unique structures observed in sperm.

### Zebrafish pre-ZGA embryos lack a defined 3D architecture

As previewed above, we found the pre-ZGA (2.25 hpf) genome essentially void of boundaries and TAD-like chromatin interactions (Fig. 1B; Supplemental Fig. S1C). We took two measures to determine whether the observed lack of structure in pre-ZGA samples was biological or instead a technical artifact. First, to minimize the confounding effects of highly condensed mitotic chromatin, we took advantage of the cell cycle synchrony of pre-ZGA embryos to enrich for embryo batches that were largely outside metaphase by including only embryo batches with <30% metaphase contribution in our pre-ZGA samples (Methods; Supplemental Fig. S1E). Second, to address whether the lack of structure during pre-ZGA was technical or biological, we examined Hi-C contact maps and contact probability with genomic distance plots of the *Drosophila* spike-in (Fig. 1D; Supplemental Fig. S1F). For all time points, the spike-in positive controls looked identical, which suggests a biological rather than a technical basis for the absence of structure during pre-ZGA. Taken together, these results suggest that zebrafish early embryos lack a defined 3D architecture. Independent work of our collaborators, working in both *Oryzias latipes* (medaka) and zebrafish, came to similar conclusions (Nakamura et al. 2021).

### Low-cell Hi-C method with pre-ZGA embryos is susceptible to somatic cell contamination

We then sought to explain how structure might have been observed during the pre-ZGA stage in prior work (Kaaij et al. 2018). A major challenge involves the need to isolate chromatin from embryos that are initially encased in a chorion. During oocyte maturation, the chorion is surrounded by (and in association with) large numbers of somatic granulosa and theca cells, which can remain on the surface of the chorion during early embryo stages and must be properly removed (Selman et al. 1993). We found a significant difference depending on whether the chorion was removed immediately before embryo fixation (late dechorionation) versus at the one-cell stage shortly after fertilization (early dechorionation). Although late dechorionated pre-ZGA embryos showed chromatin contacts that strongly resemble prior work, early dechorionated pre-ZGA embryos lacked 3D conformation features (Fig. 2A–C). This suggests that contamination is likely responsible for the pre-ZGA structural features reported previously.

**Figure 2.**
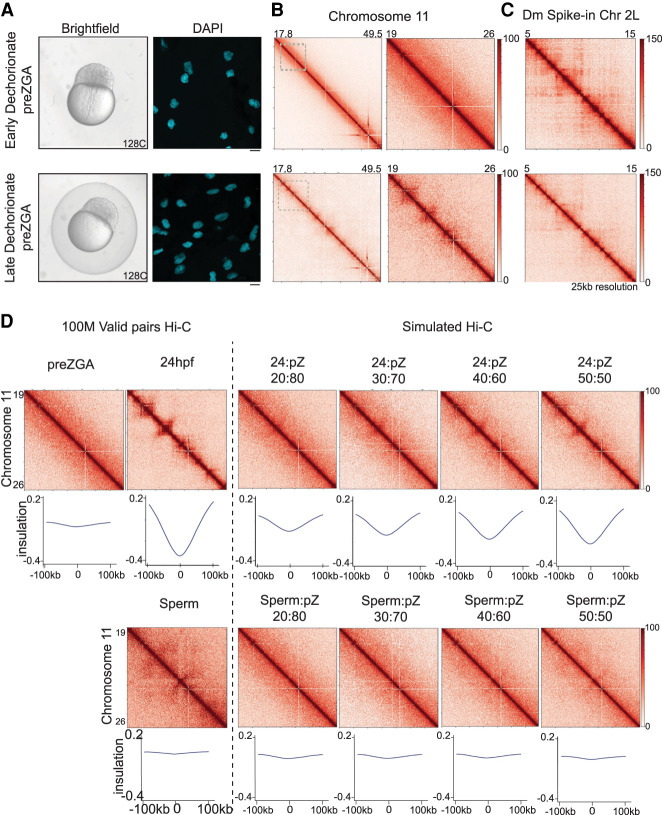
Impact of alternative chorion removal procedures on perceived chromatin architecture. (*A*) Brightfield images of embryos collected at pre-ZGA/128-cell: early dechorionated (at 128-cell stage; *top left*), late dechorionated (just before fixation; *bottom left*). pre-ZGA/128-cell embryo fixed and the DNA was stained with DAPI (cyan) dechorionated at one-cell stage (*top right*) and dechorionated before fixation (*bottom right*) with 40× obj scale bar = 10 µM. (*B*) Contact matrices from pre-ZGA/128-cell, whole Chromosome 11 (early dechorionated, *top left*; late dechorionated, *bottom left*) inlet is marked in dashed gray box; partial Chr 11: 19–26 Mb (early dechorionated, *top right*; late dechorionated, *bottom right*), 25-kb resolution in log scale. (*C*) Contact matrices from the *Drosophila* S2 spike-in, Chr 2L: 5–15 Mb (early dechorionated, *top*; late dechorionated, *bottom*), 25-kb resolution in log scale. (*D*) Contact matrices from Chr 11: 19–26 Mb pre-ZGA/128-cell, 24 hpf, and sperm down-sampled to 100 M valid pairs (*left* of dashed line). Simulated contact matrices (*right* of dashed line) are imaged of pre-ZGA/128-cell with increasing percentages of 24 hpf (*top*) or sperm (*bottom*) valid pairs. Metaplots for the boundaries called at 24 hpf (25-kb resolution) are plotted *below* each matrix.

To determine the source of contamination, we examined whether the structured contact maps from late dechorionation better resembled maps from sperm chromatin or somatic cell chromatin. We simulated Hi-C contact maps by mixing pre-ZGA valid pairs with increasing percentage of valid pairs from 24 hpf or sperm data sets (Fig. 2D) and then generated metaplots of aggregate TAD insulation signal, using boundaries established at 24 hpf (Fig. 2D). Structure was detectable genome-wide with 30% mixing of 24 hpf valid pairs; because the 2.25 hpf embryo has only 128 cells, this level/percentage of contamination might easily be reached. These analyses suggest that the structure detected in the pre-ZGA embryo (Fig. 2B) with late dechorionation involves somatic cell contamination, and not sperm contamination. Here, we speculate that the late removal of the chorion from pre-ZGA samples causes shedding of somatic cells from the chorion surface, and subsequent reassociation with the exposed/dechrorionated embryos, to provide a source of contamination.

### Boundaries established at 4 hpf are maintained through development

We then used our high-resolution contact maps to explore where embryonic chromosomal structures are initially formed during and/or after ZGA (Fig. 1A; Supplemental Table S1). First, 5.3 hpf (post-ZGA) and 24 hpf stages displayed chromatin architecture interactions at similar locations, although stronger at 24 hpf than at 5.3 hpf, a trend noted in previous work and confirmed through our reanalysis of that prior data (Supplemental Fig. S2; Kaaij et al. 2018). Our analysis also validates prior observations that the 4, 5.3, and 24 hpf staged embryos progressively form chromatin interactions and TADs during development (Supplemental Fig. S2A). However, examination of our data and prior data revealed chromosomal domains and boundary-like structures at 4 hpf that were not detected in prior work and a higher overlap between time points (Supplemental Fig. S2B–D). By measuring negative insulation scores across each time point, we observed a limited number of structural boundaries emerging at 4 hpf, and that those established at 4 hpf are largely maintained at 5.3 and 24 hpf (Supplemental Fig. S2E,F). The clarity of TADs in 24 hpf embryos, which are diverse in cell types, shows that zebrafish share with other species a consistency in TAD organization between cell types (Dixon et al. 2012, 2015; Vietri Rudan et al. 2015; Hug et al. 2017).

### Chromatin architecture boundaries persist in the absence of transcription

We next investigated the relationship of TAD boundaries to transcription. We first determined the association of RNA Polymerase II (Pol II) during TAD boundary establishment by evaluating the insulation score across the top 1000 peaks of Pol II loci ChIP-seq at 4 hpf embryos. Pol II–bound loci at 4 hpf displayed negative insulation scores, suggesting that Pol II–bound loci are associated with TAD boundaries forming/formed at 4 hpf (Supplemental Fig. S3A). We next addressed whether the loss of productive Pol II elongation at these boundaries impacts chromatin organization. To test, we treated zebrafish embryos with either vehicle (DMSO) or the Pol II inhibitor Flavopiridol (FLAV), starting at the one-cell stage and continuing through ZGA, and collected embryos at 4 hpf for examination by in situ Hi-C (Supplemental Fig. S3A,B; Supplemental Table S1). Treatment with FLAV led to a loss of Pol II ser5 phosphorylation signal, by immunofluorescence, suggesting effective Pol II inhibition and loss of transcription in the 4 hpf embryo (Supplemental Fig. S3C). However, the chromatin Hi-C contact maps obtained after Pol II inhibition appeared largely unaffected (Supplemental Fig. S3B). TAD boundary insulation present at Pol II–bound loci in the 4 hpf (untreated) and vehicle-treated (DMSO) embryos was only slightly reduced upon treatment with FLAV. These results suggest that the lack of transcription elongation is not sufficient to markedly disrupt chromatin architecture boundaries, a result supported by similar experiments (Hug et al. 2017; Ke et al. 2017; Kaaij et al. 2018).

### Chromatin boundaries correlate with predicted Ctcf sites, whereas Rad21/cohesin-occupied regions have small contact domains

Although TAD structures are rare and weak at ZGA, we sought to address instead whether smaller contact domains might be established in early zebrafish embryos, and by virtue of their small size, form in spite of replication/cell cycle time constraints. Prior work in other systems suggested that early enhancer/promoter loops might form independent of cohesin and Ctcf (CTCF ortholog) co-occupied sites and can form faster than structural loops (Zhang et al. 2019), prompting an examination of zebrafish Ctcf binding sites, cohesin, and enhancers at 4 hpf. Here, anti-Rad21 antibodies are available, whereas commercial zebrafish anti-Ctcf antibodies are not available, requiring instead our procuring potential Ctcf binding sites by HOMER Motif finder across the Zv10 genome. We verified the presence of RNAs during ZGA encoding structural proteins (Ctcf and cohesin complex) and cohesin loading and unloading factors (Nipbl and Wapl) using publicly available RNA-seq data (Supplemental Fig. S4A,B; White et al. 2017). At post-ZGA (4 hpf), the locations where both Rad21 (cohesin; via ChIP-seq) and candidate Ctcf binding sites were coincident, we also observe chromatin architecture boundaries (a decrease in insulation score, as depicted by blue signal in the heatmap) across all developmental time points (Supplemental Fig. S4C). In contrast, at locations where Rad21 binds independent of the presence of Ctcf binding sites, the opposite behavior was observed—an increase in interactions (increase in insulation score, as depicted by red signal in the heatmap), especially at 5.3 hpf (Supplemental Fig. S4C). These observations suggest that small contact domains (median size 90 kb) occur in the early embryo at locations where cohesin is present, but not where Ctcf is predicted to be co-occupied with cohesin.

### Chromatin architecture is initially established at putative ZGA enhancers

We next explored possible chromatin interactions at enhancers and their relationships to cohesin, Ctcf, and other DNA-binding proteins. First, we defined candidate enhancers at 4 hpf using the standard ROSE algorithms (Lovén et al. 2013; Whyte et al. 2013) and published ChIP-seq data sets for H3K27ac and H3K4me1 (Zhang et al. 2016). The top-ranking regions were defined as candidate super-enhancers (SE), and the remaining ranked enhancers were stratified into three equal-sized cohorts for further examination, labeled Groups 1–3 (Fig. 3A). Enhancers with high levels of histone H3K27ac and H3K4me1 displayed positive insulation scores, at 4 and 5.3 hpf (SE and Group 3) suggesting that these putative enhancers are associated with chromatin interactions, with higher insulation scores detected at 5.3 hpf (Fig. 3B). These small contact domains found at strong enhancers have a median length of 90 kb. In contrast, Groups 1 and 2, which displayed relatively low levels of histone H3K27ac and H3K4me3, lacked small contact domains (Fig. 3B).

**Figure 3.**
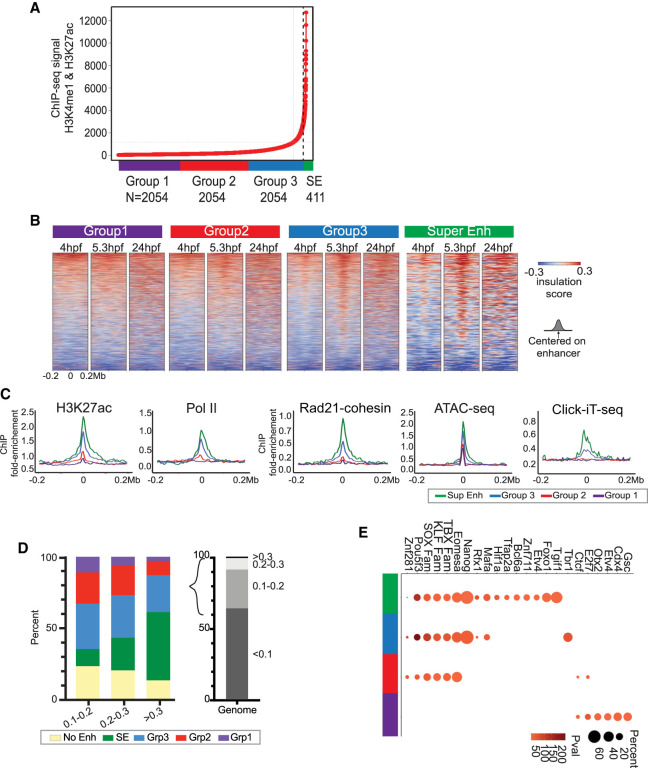
Characterization of chromatin architecture established at enhancers and super-enhancers at 4 hpf. (*A*) Super-enhancer (SE) plot using the ROSE algorithm, which ranks enhancers based on histone H3K27ac (Zhang et al. 2018) and H3K4me1 (Bogdanovic et al. 2012). ChIP-seq data at 4 hpf in zebrafish embryos. Data are separated into four groups: Group 1 (purple), Group 2 (red), Group 3 (blue), and SE group (green). *N* = total number in each partition. (*B*) Heatmaps of insulation score at enhancers. Insulation maps at 4, 5.3, and 24 hpf ranked by insulation strength at 4 hpf, centered on enhancers from each respective group in Figure 4A. Positive insulation (red) indicates increased contacts, and negative insulation (blue) indicates a lack of contacts. (*C*) Comparisons of chromatin factor and attribute occupancy at enhancers. Metaplot of log_2_ fold enrichment of histone H3K27ac ChIP-seq (Zhang et al. 2018), RNA Pol II ChIP-seq, Rad21-cohesin ChIP-seq, ATAC-seq, and Click-iT-seq (Chan et al. 2019) signal over input are plotted, centered on enhancers from each respective group in Figure 4A: super-enhancers (Super Enh, green), Group 3 (blue), Group 2 (red), and Group 1 (purple). (*D*) Proportional distribution of different enhancer regions; no enhancer (No Enh, yellow), super-enhancers (SE, green) Group 3 (Grp3, blue), Group 2 (Grp2, red), and Group 1 (Grp1, purple) detected with positive insulation score 0.1–0.2, 0.2–0.3, >0.3. The proportional distribution of each positive insulation score detected over the entire genome is depicted on the *right*; 0–0.1 (63%), 0.1–0.2 (27%), 0.2–0.3 (8%), >0.3 (1%). The bracket highlights the positive insulation score used in the bar graph on the *left*. (*E*) Groups from *A* overlap with ATAC-seq peak signal across enhancers regions were analyzed using HOMER Motif Analysis to determine potential TF binding. Similarity to known binding motifs is indicated by Pearson R values in shaded red, and motif frequency is indicated by circle size. T-box transcription protein family of motifs (TBX Fam), Kruppel-like factor protein family of motifs (KLF FAM), SRY-box transcription factor protein family of motifs (SOX).

To determine whether enhancers are the primary location where structure is initially established, we examined all regions of chromosomal interaction/structure (measured by positive insulation score) and determined the proportion of those regions that contain enhancers. First, we captured and stratified regions with positive insulation signal at 5.3 hpf genome-wide and determined the number of enhancer types within each positive insulation region. Enhancers constituted the majority of regions above the threshold positive insulation score 0.1, and the regions with the highest positive insulation scores consisted mainly of Group 3 or SE enhancers (Fig. 3D). Only a small proportion of the enhancers that display structure during ZGA are retained at 24 hpf, suggesting that only a portion of the enhancer repertoire used at ZGA is similarly used at 24 hpf (Supplemental Fig. S5B). Taken together, enhancers constitute the primary regions of the genome where structural interactions initially form, and their insulation score strength scales with their levels of H3K27ac and H3K4me1.

### Small contact domains at ZGA correlate with pluripotency factors and transcription, but interactions do not require active transcription

We next determined whether transcription factors or architectural structural proteins might bind at these enhancer regions to help establish enhancer domains and/or enhancer–promoter loops in the developing embryo, possibly to help prime these loci for future transcription. 

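Open chromatin was measured in wild-type embryos at 4 hpf with a transposase that inserts sequencing adapters into accessible DNA. On chromosomes 1 to 25 of Zv10 there were 82203 peaks, which covered 84.1 Mb, or 6.27% of the length up to the last peak of each chromosome. Chromosome 8 had the lowest density, 44.2 peaks per Mb, and chromosome 9 the highest, 79.9 peaks per Mb, with a median of 61.2 over the 25 chromosomes. Chromosome 4 had the highest median peak score, 231, against 105 to 153 on the other 24 chromosomes. It also had 141 peaks wider than 5 kb, against 12 to 51 on each of the others. Adjacent peaks were separated by a median of 5.95 kb. When peaks within 12.5 kb of each other were joined, they formed 26958 regions, of which 45.6% held a single peak and 1345 held at least 10. With joining within 5 kb there were 44368 regions, 62.6% with a single peak and 453 with at least 10, and within 25 kb there were 14728, 32.7% with a single peak and 2135 with at least 10. The region with the most peaks, 109, lay on chromosome 6 from 22301 to 407520, and the next, with 87 peaks, on chromosome 11 from 3301 to 313050. Single peaks with the highest scores lay on chromosome 22 from 39219361 to 39223550 (score 988923), on chromosome 17 from 53291781 to 53294020 (score 828340) and on chromosome 15 from 14826471 to 14839330 (score 766896). Peaks scoring at least 10000 were 179 in number and held 44.0% of the summed score. A score that high was also found for 32 of the 2512 peaks on unplaced scaffolds, or 1.27%, against 0.218% on the chromosomes. Sequence in many copies that the assembly holds in too few places is a candidate explanation. The names of the peaks also carry the word nodedup, read here as duplicates not removed. The highest scores are therefore not read as the most accessible places.

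**Figure D1:**
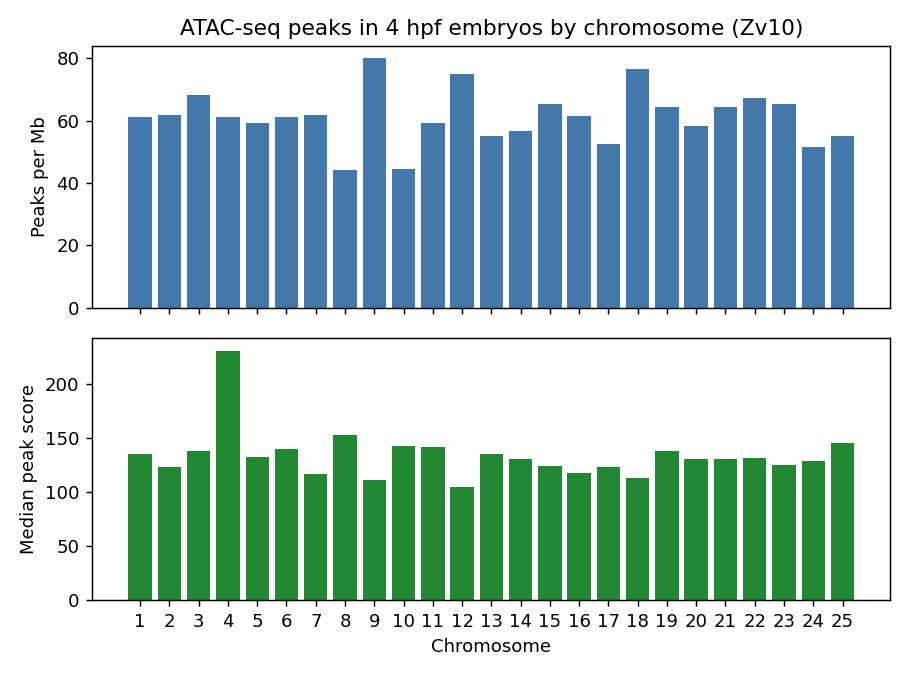
Peaks per Mb of chromosome up to its last peak (top) and median peak score (bottom) for each of the 25 chromosomes at 4 hpf, from the peak list pooled over both replicates. Chromosome 9 has the tallest bar in the top panel, at 79.9 peaks per Mb, and chromosome 4 in the bottom panel, at a median score of 231.

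The 2 biological replicates each used about 300 embryos per tube. Paired-end reads of 150 bp were aligned by the authors to Zv10 with 1 random placement kept for a read with several, and fragments of 30 to 120 bp from both replicates were scaled to the smaller depth and called together as 1 peak list. A peak therefore has no value per replicate, so no spread between replicates and no test across samples can be given, and the depth per replicate is unknown. The score is the authors' value for each peak, on a scale that the list does not name. It is used here to describe, rank, sum and compare peaks and to set score limits. Shares of the summed score therefore depend on that scale. Peaks on unplaced scaffolds are left out of the counts per chromosome. No genome sequence or gene annotation of Zv10 was used here, so peaks are given by position, promoters are included and no motif was searched.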

To test for factor binding, we performed the Assay for Transposase-Accessible Chromatin (ATAC-seq) in the 4 hpf embryo. The ATAC-seq signal had the strongest peak across potential SE and Group 3 enhancers (Fig. 3C; Supplemental Fig. S5A). We then intersected the enhancer regions with the ATAC-seq signal and used HOMER Motif Analysis (Heinz et al. 2010) to determine candidate transcription factors that bind at these putative enhancers at 4 hpf. Additionally, we confirmed whether a candidate binding factor is indeed expressed at the RNA level in the early embryo by cross-referencing with RNA-seq data sets (Chan et al. 2019). This approach yielded sites for several important transcription factors related to pluripotency, for example, Pou5f3-family (POU5F1 [also known as OCT4] human ortholog), Sox-family, and Nanog-family members were more enriched in SE and Group3 relative to the other groups (Fig. 3E). Here, Ctcf motifs only appeared in Group 2 and Group 1 enhancer groups, further supporting that sites of strong interaction lack Ctcf. Overall, multiple transcription factors and structural proteins—especially those associated with regulating pluripotency—appear to have in silico enrichment for their motif across all enhancer groups.

To determine the histone modifications or chromatin features that best correlate with interaction scores across 4 hpf enhancers, we examined published 4 hpf embryo ChIP-seq profiles of histone H3K27ac (Zhang et al. 2018), H3K4me1 (Bogdanovic et al. 2012), H3K4me3 (Zhang et al. 2018), H3K27me3 (Zhang et al. 2018), H3K36me3 (Zhang et al. 2018), and our ChIP-seq data of Pol II, and Rad21 (cohesin) centered at the enhancers (Fig. 3C; Supplemental Fig. S5A). First, histone H3K27ac and H3K4me1 were expectedly coincident, and H3K4me3 and H3K27me3 were low or lacking at the strongest enhancers—those with highest histone H3K4me1 and H3K27ac (SE and Group 3) (Fig. 3C; Supplemental Fig. S5A). Additionally, cohesin, Pol II, and H3K36me3 were detected across regions within SE and Group 3 putative enhancers (Fig. 3C; Supplemental Fig. S5A). Although these heatmaps appear to convey a direct overlap of Pol II and histone H3K36me3 at enhancers, our limited resolution (>10-kb bins) cannot reveal enhancer/promoter looping. Next, to distinguish from maternally deposited mRNAs from actively transcribed mRNAs (and enhancer-derived RNAs [eRNAs]) from the zygotic genome, we analyzed published zebrafish embryo Click-iT-seq (Chan et al. 2019), which revealed that in SE and Group 3 their clear regional coincidence of Pol II and active transcription (Fig. 3C). Taken together, regions that combine high levels of histone H3K27ac and H3K4me1, together with open chromatin (at transcription factor binding sites) and active transcription, display increased chromatin interactions and define an early chromatin architecture specific to the developing embryo.

We have shown that loss of transcription at boundaries had only minor effects on TAD-scale chromatin architecture. To test whether these small contact domains at putative enhancers relies on Pol II activity, we analyzed our Hi-C contact maps of Pol II-inhibited samples (the aforementioned FLAV treatment) for chromatin insulation score, centered on enhancer regions (Fig. 4A). Again, we observed little to no impact on chromatin insulation score following Pol II inhibition, confirming that chromatin architecture, boundary, and the small contact domain establishment is also largely independent of Pol II transcription (Hug et al. 2017; Ke et al. 2017).

**Figure 4.**
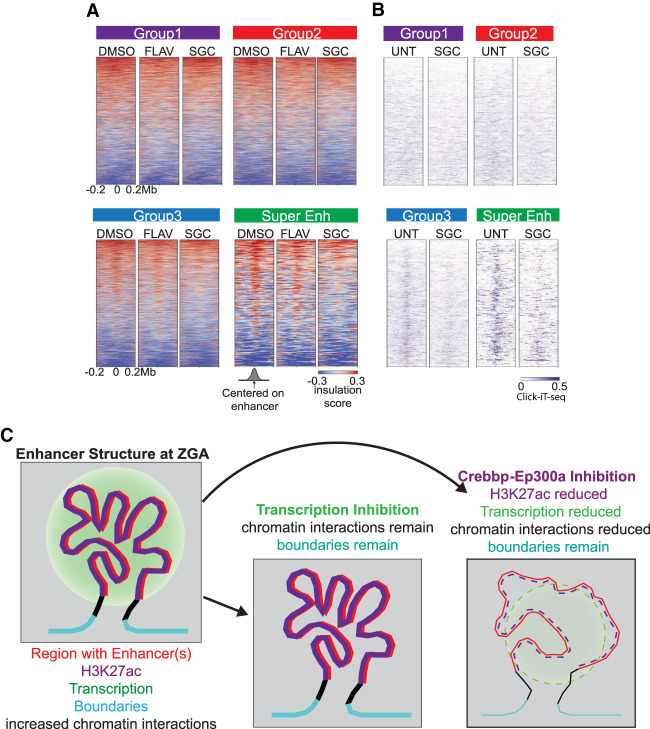
Inhibition of Crebbp/Ep300a causes loss of chromatin architecture around the established super-enhancers at 4 hpf. (*A*) Heatmaps of insulation score for drug-treated embryos. Treatments involve DMSO (vehicle), flavopiridol (FLAV), SGC-CP30 (SGC) for 4 h (which causes a developmental arrest for FLAV and SGC). Respective enhancer groups are ranked as in Figure 3B. Positive insulation (red) indicates increased contacts, and negative insulation (blue) indicates a lack of contacts. (*B*) Click-iT-seq of 4 hpf untreated (UNT) and SGC-CP30 (SGC, purple) (Chan et al. 2019) heatmaps centered on enhancers of each respective enhancer group ranked as in Figure 4A. (*C*) Model depicting the features present at regions displaying structure/positive interaction. Features displayed include enhancers (red), elevated histone H3K27ac (purple), active transcription (green circle), defined boundaries (cyan), and increased chromatin interactions as detected by positive interaction scores in Hi-C contact maps at both 4 and 5.3 hpf. Regions with increased interactions are typically coated with histone H3K27ac. These interactions and boundaries persist upon inhibition of RNA Pol II initiation at 4 hpf. In contrast, these contacts between boundaries are lost upon inhibition of Crebbp/Ep300a (lowering histone H3K27ac [dashed]) leading to decreased transcription and loss of higher-order chromatin structure; however, boundaries remain stable.

### Crebbp/Ep300a activity helps establish chromatin interactions at enhancers

Because active Pol II transcription itself is not required for the formation of chromatin architecture, we asked instead whether transcription-independent histone post-translational modifications placed on enhancers might help establish chromatin architecture in the early embryo. Prior work in cell culture has shown that regions with high histone H3K27ac are able to form small contact domains, which are established faster and often independent of CTCF/cohesin co-occupying sites (Rao et al. 2017; Zhang et al. 2019). Therefore, we examined whether histone H3K27ac was necessary for the establishment of chromatin architecture at putative enhancers in the 4 hpf embryo. Zebrafish embryos were treated with either vehicle (DMSO) or SGC-CBP30 (SGC), a bromodomain inhibitor of histone acetyltransferase Ep300a (EP300 human ortholog) and Crebbp (CREBBP [also known as CBP] human ortholog) starting at the one-cell stage and continuing through ZGA. The 4 hpf treated embryos were collected for analysis by in situ Hi-C (Fig. 4A; Supplemental Fig. S3B; Supplemental Table S1). We verified inhibition of Crebbp/Ep300a activity by the approximately twofold bulk reduction of histone H3K27ac by quantitating loss of H3K27ac on a western blot analysis (Supplemental Fig. S6A). We further verified a strong (four- to sixfold) focal reduction of histone H3K27ac at several SE regions, as assessed by ChIP-qPCR (Supplemental Fig. S6B), compared to the vehicle control. Upon treatment with SGC, we observed a loss of chromatin interactions (reduction of insulation score) across the putative SE and Group 3 enhancers compared to the vehicle control, whereas there was little impact on Group 1 and Group 2 insulation (Fig. 4A). To examine the relationship between enhancers and adjacent boundaries, we assessed the strength of the nearest boundaries for each enhancer at 4 hpf upon SGC treatment; we observed little change in the negative insulation score compared to the vehicle control (Supplemental Fig. S6C). Additionally, by reanalyzing published Click-iT-seq data, upon SGC treatment the SE and Group 3 regions displayed a loss of transcription compared to control samples (Fig. 4B). Together these data suggest that Crebbp/Ep300a activity and subsequent histone H3K27ac are necessary for proper early embryo chromatin interactions at putative strong enhancers; however, diminishing H3K27ac does not affect the establishment of nearby boundaries (see Discussion, and Fig. 4C).

### Zebrafish sperm chromatin architecture has a unique configuration

Lastly, we explored the unique structures observed in the zebrafish sperm Hi-C contact maps. We compared our sperm and 24 hpf contact maps, because prior work in mice and rhesus monkey reported strong similarities between somatic cells and sperm cells (Battulin et al. 2015; Jung et al. 2017; Wang et al. 2019). First, genome A/B compartment calls (and their boundaries) between sperm and 24 hpf were largely nonoverlapping (Fig. 5A). The sperm contacts display a peak distance of interaction >1 Mb (Supplemental Fig. S7A), which in somatic cells has been interpreted as signifying chromosome condensation (Naumova et al. 2013; Hug et al. 2017; Gibcus et al. 2018). Furthermore, whereas the 24 hpf Hi-C data contact maps showed traditional TADs with enhanced contact frequency, sperm lacked TAD structures (Fig. 5B). Instead, sperm displayed a unique feature that resembles a “flare”; a feature that is perpendicular to the diagonal in the contact maps (Fig. 5B,C; for additional examples, see Supplemental Fig. S7B). The flare feature is consistent with a large region displaying increased interactions primarily between locations equidistant from a fixed pivot/hinge point. This raises the possibility of periodic self-associating “hinge-like” chromosome domains occurring throughout the sperm genome (Fig. 6E).

**Figure 5.**
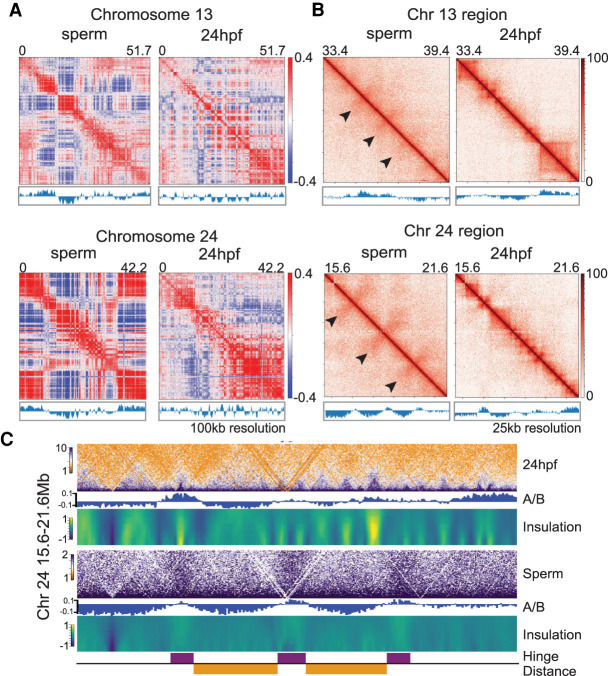
Hi-C contact maps in zebrafish sperm display “hinge-like” domains. (*A*) Correlation matrix from Chr 13 (*top*) and Chr 24 (*bottom*) for zebrafish sperm (*left*) and 24 hpf (*right*). First principal component values to determine A/B compartment status (*below*). (*B*) Contact matrices from two regions Chr 13: 33.4–39.4 Mb (*top*) and Chr 24: 15.6–21.6 Mb (*bottom*) for sperm (*left*) and 24 hpf (*right*), 25-kb resolution in log scale. Flares detected in sperm are marked by black arrows and are not evident in 24 hpf embryos. (*C*) Contact maps for 24 hpf and sperm samples each presented for a 6-Mb region on Chr 24 at 25-kb resolution in log scale (*top*). First principal component values to determine A/B compartment status (*middle*). Heatmap of insulation scores for different window sizes (*bottom*). The hinge region is marked by a purple square, and distance is marked by an orange square.

**Figure 6.**
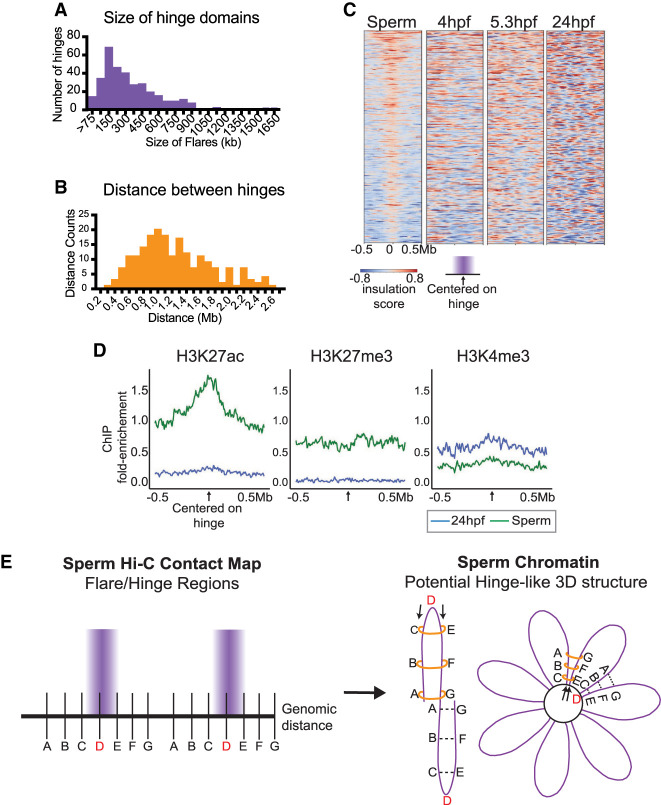
Global characterization of “hinge-like” domains in sperm chromatin architecture. (*A*) Histogram to depict the width distribution of the 333 hinges. (*B*) Histogram to depict the average distances between adjacent hinges. (*C*) Insulation scores at hinge-like domains in sperm, and insulation scores at the corresponding regions in embryos at 4, 5.3, and 24 hpf. Positive insulation (red) indicates increased contacts, and negative insulation (blue) indicates a lack of contacts. (*D*) Metaplot of log_2_ fold enrichment of histone H3K27ac (Zhang et al. 2018), H3K27me3 (Irimia et al. 2012), and H3K4me3 (Zhang et al. 2016) ChIP-seq signal over input for sperm (green) and 24 hpf (blue) centered on the hinge-like domains. (*E*) Two schematics depict two speculative models of zebrafish sperm chromatin and hinge architecture. In both models, the sperm DNA (which is nucleosome-packaged, not protamine-packaged) is arranged into arrays of consecutive loops/petals, possibly similar to the loops described for condensed mitotic chromosomes in somatic cells (Gibcus et al. 2018). Within each petal DNA positions A–G represent the repeated “hinge” unit within each petal, with “D” representing the hinge center, and the segments A–C and E–G representing the edges of the hinge “petals.” A key feature of the contact map data is that locations equidistant from position D show increased interaction. Two models are presented to achieve this: (1) interactions are caused by contacts *within* each petal (*left*), or (2) interactions are caused by contacts *between* two petals (*right*). In both models, we propose a constraint on topology, which might involve the loading of ring-like proteins (e.g., condensin or cohesin complexes) at the hinge position D (*left*) which, together with the fixed hinge position D, create the hinge-like domain through loop extrusion. Ring-like proteins are represented by orange rings. Arrows on the *left* indicate potential locations where ring-like proteins might load, at hinge position D, to help form stable hinges.

To quantify the attributes of flares, we devised a computational strategy using the insulation score (Methods) to extract them, yielding a total of 333 flares across the zebrafish sperm genome. These flares range in size, although in aggregate generate a unimodal peak centered at ∼150 kb (Fig. 6A). After filtering out genome scaffolding errors, the distance between flare domains revealed a periodicity of approximately 1 Mb, indicating chromosome structure at the megabase scale (Fig. 6B). These flare domains are unique to sperm because the insulation score formed across each flare location was not observed at 4, 5.3, or 24 hpf (Fig. 6C).

To further characterize flares, we determined whether particular chromatin features were correlated with flares—including histone modifications, cohesin complex, gene density, repeat regions, and evolutionary breakpoints. Regarding cohesin, the Rad21 subunit was not detectable by western analysis in sperm (but was clearly detected at 4 and 24 hpf), but the Smc3 subunit was detectable (Supplemental Fig. S7B), as expected owing to the variety of spermatogenesis-specific cohesin complexes (Hopkins et al. 2014; Biswas et al. 2016). However, we observed no focal enrichment of Smc3 occupancy on sperm chromosomes by ChIP-seq analysis (Supplemental Fig. S7C). Furthermore, we found no enrichment of repetitive elements at flares, nor an increase in GC percent distribution (Supplemental Fig. S8A,B). Evolutionary breakpoints have overlap with 24 hpf boundaries (Supplemental Fig. S8C; Yang et al. 2020) but not in sperm. Transcription start sites (TSS) are enriched in flares, but they are not significantly used for early embryo gene expression (ZGA TSS), suggesting that flares in sperm are not pre-marking early embryonic expression (Supplemental Fig. S8D,E). Last, we analyzed available genome-wide chromatin immunoprecipitation sequencing (ChIP-seq) data, derived from sperm and 24 hpf samples. Histone H3K27ac (Zhang et al. 2018) was often enriched across flare regions in sperm, whereas H3K27ac was not enriched at these regions at 24 hpf (Zhang et al. 2018). In contrast, histone H3K4me3 (Zhang et al. 2016) and H3K27me3 (Irimia et al. 2012) showed little enrichment at flares (Fig. 6D). In summary, only H3K27ac and TSS locations show positive correlation with flares.

Taken together, our analysis of mature sperm suggests that chromatin folding in sperm is neither random nor similar to somatic patterns; it may instead involve the partitioning of the genome into “hinge-like” domains. One model consistent with our data involves these “hinge-like” regions arranging in a manner similar to the mitotic flower spiral structure that has been proposed for mitotic chromosomes (Naumova et al. 2013; Gibcus et al. 2018). In adapting this model to sperm chromatin, the “hinge-like” regions might form arrays of consecutive loops/petals, where point “D” represents the center of the hinge, and segments A–C and E–G represent the edges or “hinge” petals (Fig. 6E). In this model, the flare appears on the Hi-C contact map because locations equidistant from position D are more often in physical proximity.

## Discussion

The process of ZGA involves the proper activation of many housekeeping genes and the proper regulation (activation or silencing) of many developmental genes. The initial transcription at ZGA could (hypothetically) benefit from the utilization of chromatin architectural elements such as A/B compartments, TADs, and enhancer–promoter loops, and these elements in the embryo could (in principle) derive from states inherited from the parental gametes. However, zebrafish ZGA occurs during cleavage stage, which is characterized by rapid replication and about 10 synchronous cell division cycles that average ∼15 min. The major wave of ZGA occurs at ∼3–4 hpf, as cell cycles begin to lengthen and lose their synchrony (Lee et al. 2013). Thus, the process of ZGA co-occurs with rapid replication and cell division, processes which might impose physical and/or kinetic barriers to the establishment of particular chromatin architectural elements. In this study, we explored the similarities and major differences with prior studies of higher-order chromatin architecture in the zebrafish embryo, provided new information on enhancer interactions, and revealed unique architectural features in the zebrafish sperm that advance our understanding of the logic and use of chromosome architecture in zebrafish gametes and embryos.

First, we do not observe higher-order structure elements, such as A/B compartments or TADs, in pre-ZGA and ZGA embryos (Fig. 1B,C). Our work here, coupled to collaborative work (Nakamura et al. 2021), suggests that the prior observation of structure may have been caused by contamination. We hypothesize that the somatic cell contamination involves maternal oocyte follicle cells that surround the chorion during oocyte maturation (although other sources of contamination are not ruled out, such as adult fin tissue). We speculate that the use of a late dechorionation step leads to these somatic cells being released from the outer chorion surface and subsequent association with the embryo. The reported structure during pre-ZGA was diminished by ZGA, which may be explained by dilution of maternally derived cells compared to embryo-derived cells during subsequent rapid embryonic cell cycles. We also ruled out an alternative hypothesis that the observed structure pre-ZGA derived from contaminating sperm cells by demonstrating that sperm cells lack the observed pre-ZGA structures (Figs. 1B, 2D).

Our work instead supports a model through which the process of rapid replication and cell division in the early zebrafish embryo may be incompatible with the formation and utilization of higher-order chromatin structure; therefore, higher-order structural elements only emerge gradually, after ZGA. Additionally, the lack of structure before ZGA has been observed previously in *Drosophila*, another species with fast cycling cells during early embryogenesis (Hug et al. 2017). In mammals, chromatin architecture in early embryos is limited to focal regions and is not fully established genome-wide until after ZGA (Du et al. 2017; Hug et al. 2017). These results in embryos are consistent with observations in cultured mammalian cells, which showed that the reestablishment of higher-order chromatin structures after mitosis occurs on the “hours” timescale (Abramo et al. 2019; Zhang et al. 2019). However, a subset of boundaries, as well as the formation of smaller domains (involving enhancers with high H3K27ac), form relatively quickly after mitosis (Zhang et al. 2019). Following cohesin loss, although TADs largely disappear, regions with high histone H3K27ac such as super-enhancers, retain and even increase their associations, which may involve both inter- and intra-enhancer interactions (Rao et al. 2017; Rosencrance et al. 2020). However, in normal cycling cells, these sub-TAD size interactions have been shown to have Med12/cohesin (lacking CTCF) (Phillips-Cremins et al. 2013). These observations in cultured mammalian cells may relate to our observations of initial small interacting domains forming in the cycling zebrafish embryo at regions bearing high H3K27ac and cohesin, most prominently at candidate zebrafish super-enhancers (Fig. 3B). We propose that higher-order, 3D structure (beyond small contact domains) does not form in the zebrafish embryo until after ZGA, likely owing to the restrictions imposed by the fast cell cycle of the pre-ZGA embryo. Additionally, cohesin/Rad21 is absent from genes pre-ZGA and is redistributed from heterochromatic regions to genes post-ZGA. Further supporting our observation of a lack of structure pre-ZGA (Meier et al. 2018). Following, ZGA, chromatin architecture begins at enhancer regions bearing high H3K27ac, largely independent of transcription, including candidate super-enhancers—possibly to facilitate the subsequent formation of enhancer–promoter loops during the upcoming stages of development (Fig. 3B). Finally, we note that prior observations of TAD structure in mammalian cleavage-stage embryos is not in conflict with our observations in zebrafish, because mammalian embryos have much longer cell cycles during cleavage stage (12–24 h) than do zebrafish (∼15 min) (Ke et al. 2017; Collombet et al. 2020). This reflects the very different fates of (and threats to) these two types of embryos: mammalian embryos slowly progress to implantation, whereas fish embryos must rapidly progress to free-swimming fish to avoid predation.

We provide the first Hi-C analysis of sperm in a vertebrate that packages its genome entirely in histone rather than primarily small basic proteins such as protamine. Indeed, zebrafish lack a gene encoding protamine or protamine-like proteins and instead use typical somatic histones along with a high level of H1-family linker histone (as well as the H2A variants H2A.Z/FV and H2A.FX) as the most prominent proteins for packaging the genome in a condensed manner (Wu et al. 2011; Murphy et al. 2018). Our work suggests a lack of TAD structures (Figs. 1B, 5B,C; Supplemental Fig. S1C,D), but the presence of apparent A/B compartments in sperm (Figs. 1C, 5A). We emphasize that mature sperm have ceased transcription, and therefore the traditional notion that A/B compartments define an active or inactive genome does not apply to the sperm compartments but instead reflects the underlying principal component analysis (PCA) used to define them. The PCA method strictly segregates two types of genomic regions that alternate along the length of chromosomes, which in sperm is largely defined as regions within or outside of a “flare.” Flares are the sole visual feature that we observe in the contact maps from sperm (Figs. 1B, 5B), which appear perpendicular to the diagonal in the contact maps. Notably, we found enrichment of H3K27ac in flares, however functional experiments will be required to test whether H3K27ac is necessary for flare formation. We suggest that these flares represent physical “hinge-like” domains. Flares/hinges occur when two regions equidistant from a “fixed point” on the chromosome are much more likely to be in contact with each other than with any other region between them, including the fixed point. This fixed point is located at the center of the flare and might function physically as a hinge, with the flanking chromosomal regions folded over one another. The fixed point D represents the center of the hinge, and segments A–C and E–G represent the edges or petals (Fig. 6E). We hypothesize that these hinge-like domains are formed to facilitate the compaction of the histone-bound DNA into the sperm head.

Additional topological constraints are needed to favor equidistant interactions, and we propose two speculative models to achieve this: an “intra-loop model” favors interactions between regions equidistant from point D, although solely within the loop (Fig. 6E, left), whereas an “inter-loop model” also favors interactions between regions equidistant from point D, but involves adjacent loops (Fig. 6E, right), possibly arranged on a central scaffold. Furthermore, both models can accommodate a role for two-sided loop extrusion using cohesin to constrain the structured loop (Fudenberg et al. 2017; Banigan et al. 2020). Two-sided loop extrusion would create and stabilize the hinge-like domain with equidistant interactions, which may be established or maintained through the loading of cohesin from the hinge fixed point D (Banigan et al. 2020). We note that the different topological constraints needed to form hinge-like domains could (in principle) be facilitated by any one of the five different cohesin complexes, formed by the exchange of the individual subunits within the cohesin complex, during spermatogenesis (Hopkins et al. 2014; Biswas et al. 2016). Zebrafish sperm chromatin architecture could also use mitotic-/meiotic-specific proteins, such as condensins (Gibcus et al. 2018), to create the “hinge-like” regions. Any of these structural proteins could create a mitotic flower spiral structure similar to that proposed for the condensed mitotic chromosome (Naumova et al. 2013; Gibcus et al. 2018). Additionally, we speculate that the inability to detect flares in traditional Hi-C contact maps of mitotic cells may result from an averaging of signal between two sister chromatids, and potentially that mitotic cells may have a higher degree of condensation than does zebrafish sperm. Future work examining the possible roles of candidate factors in flare formation in sperm will help clarify the structural basis for flares in sperm and test the “hinge model” of genome packaging for the histone-packaged zebrafish sperm genome.

## Methods

### Experimental models and subject details

#### Zebrafish embryo culture

Zebrafish *Danio rerio* strains were maintained under accordance with approved institutional protocols at the University of Utah (Westerfield 2000). All experiments using zebrafish were approved by IACUC Protocol 17-01006 and 20-04011. Wild-type zebrafish were from the Tübingen (Tü) strain, and Wik strain. Experimental samples were either mature gametes (sperm) or early zebrafish embryos ranged from 0 to 24 hpf. Live embryos were maintained at 28.5°C. All developmental staging was based on hours after post-fertilization and visual confirmation of timing.

#### Drosophila S2 cells

Schneider S2 cells derived from *D. melanogaster* were cultured in Gibco Schneider's *Drosophila* medium (Thermo Fisher Scientific 21720024) supplemented with 10% FBS (Omega Scientific FB-11) and penicillin/streptomycin. Cells were grown at room temperature and split as the dish became confluent.

### Method details

#### Isolating zebrafish cells from embryo and sperm for Hi-C protocol

##### Early dechorionated pre-ZGA samples

Pre-ZGA samples were dechorionated with pronase (Sigma-Aldrich, working concentration 10 mg/mL) at one-cell stage shortly after mating. For full details, see Supplemental Methods.

##### Late dechorionated pre-ZGA, 4, 5.3, and 24 hpf samples

Embryos at pre-ZGA, 4, 5.3, and 24 hpf were dechorionated with pronase at the time of collection as described above. After the 4–5 washes, the embryos were transferred carefully to a 1.5 mL eppendorf tube with a transfer pipette to not disrupt the embryos. The embryos were then deyolked because the yolk proteins interfere with digestion steps later in the Hi-C protocol. See Supplemental Methods for more details.

##### Collection and fixation of sperm samples

Sperm samples were collected with standard methods as previously described (Kroeger et al. 2014) and fixed in 1% formaldehyde for 10 min at room temperature and stopped with 0.2 M glycine. Sperm cells were washed in 1× PBS and snap frozen with liquid nitrogen and stored at −80°C.

#### Fixing S2 cells for Hi-C protocol

For spike-in preparation, standard fixation methods were used. See Supplemental Methods for more details.

#### Embryo inhibitor treatment

Flavopiridol (Selleck Chemicals, final 1.5 µM) and SGC-CBP30 (Sigma-Aldrich, final 20 µg/µL) were prepared in DMSO. Embryos were incubated at indicated concentrations in E3 embryo water (Westerfield 2000) for 4 h at 28.5°C. Controls were incubated in (1%) DMSO, in E3 (vehicle).

#### Hi-C protocol

##### Isolating zebrafish embryo nuclei

Aliquots of enough cells at each time point were pulled out of the freezer; 2.25 hpf (10,000 to 100,000 cells), 4 hpf (500,000 cells), 5.3 hpf (400 embryos, ∼1 million cells), and 24 hpf (40 embryos, ∼1 million cells). Cells were thawed on ice and recounted to verify accurate spike-in amount. Zebrafish cells were washed one time with Hi-C lysis buffer (10 mM Tris-Cl, pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA-630) followed by a 15-min lysis incubation on ice. During the lysis step, the *Drosophila* S2 cells were added to each sample to equal 1/5 of the zebrafish cell count.

##### Isolating zebrafish sperm nuclei

An aliquot of cells was thawed on ice and recounted to verify accurate spike-in amount. Approximately 4 million cells were used per sample. Cells were washed one time with Hi-C lysis buffer followed by a 15-min lysis incubation on ice. During the lysis step, the *Drosophila* S2 cells were added to each sample to equal one-fifth of the zebrafish cell count.

##### Isolating Drosophila S2 cells

Aliquots of cells were thawed on ice and recounted to verify accurate spike-in amount. No more than 5 million cells were lysed at one time using 500 µL Hi-C lysis buffer on ice. Once the S2 cells were resuspended in lysis buffer, they were added to the zebrafish cells undergoing lysis at the same time. See Supplemental Table S1 for all replicates where S2 cells were included.

##### Low-cell in situ Hi-C after cell lysis

Following nuclei isolation, the standard operating practices of the 4DN in situ Hi-C protocol was followed (Rao et al. 2014) adjusting buffers/enzymes based on the protocol for low-cell in situ Hi-C (Díaz et al. 2018). For details on the Hi-C protocol and library production, see Supplemental Methods.

#### ChIP-seq protocol

ChIP experiments were carried out as described previously (Goren et al. 2010), modified for cell isolation from the zebrafish sperm or embryos. For full details, see Supplemental Methods.

#### ATAC-seq protocol

The original protocol (Buenrostro et al. 2015) was modified for zebrafish nuclei collection. For full details, see Supplemental Methods.

#### Immunohistochemistry and DAPI staining early zebrafish embryos

Standard protocol for immunohistochemistry was followed (Zhang et al. 2018). For full details, see Supplemental Methods.

#### Imaging zebrafish embryos

Confocal images were acquired on a Leica SP8 White Light laser confocal. Image processing was completed using Nikon NIS-Elements multiplatform acquisition software with a 40×/1.10 Water objective. Fiji (ImageJ, V 2.0.0-rc-69/1.52p) was used to color DAPI channel to cyan, GFP color remained green. Confocal images are max projections of Z stacks taken 0.5 μm apart for a total of the embryo ∼7–12 μm. See Supplemental Methods for the description for DAPI staining and cell cycle staging for the 2.25 hpf Hi-C embryo samples.

### Quantifications and statistical analyses

#### Hi-C data processing

Reads were aligned to a merged Zv10 (chromosomes were labeled 1–25) and dm6 (chromosomes were labeled 2L, 2R, 3L, 3R, 4D, XD, YD) genome using BWA-MEM (V 0.7.15-r1140, http://bio-bwa.sourceforge.net/bwa.shtml) using the following options -A 1 -B 4 -E 50 -L 0. HiCExplorer (V3.3, https://hicexplorer.readthedocs.io/en/latest/) hicBuildMatrix was used to create matrix at 10, 25, and 50 kb resolutions, using the option –outBam (to extract valid Hi-C reads). For full details of Hi-C data processing, see Supplemental Methods.

#### Flare/hinge calling

Flare/hinge regions in sperm Hi-C data were found by extracting the positive values from the last column of the bedGraph matrix in the “tad_score.bm” file from hicFindTADs command HiCExplorer (V3.3). Flares/hinges were merged if within 50 kb of each other, and the first round of filtering was done to remove blacklisted regions as described previously. A second round of filtering was done by visually inspecting the positive flares and verifying they were not a false positive attributable to a genome assembly issue. Once flare/hinge list was filtered, the size of a flare was calculated by the width of the positive values in the bedGraph matrix. The distance between two flares was calculated by measuring the distance of one flare to the other. The distance between flares was excluded if there was a genome assembly gap creating a blacklisted region causing an inaccurate distance measurement.

#### ChIP-seq and ATAC-seq data processing and peak calling

FASTQ files were aligned to Zv10 using NovoAlign, and BAM files for technical replicates were merged using SAMtools merge (V1.8, http://www.htslib.org/doc/samtools-merge.html) (Li et al. 2009). Data with multiple biological replicates were then processed using Multi-Replica Macs ChIP-seq Wrapper. For full details, see Supplemental Methods.

#### ROSE enhancer algorithm and sequence motif enrichment analysis

To identify enhancers and super-enhancers (SEs), the ROSE algorithm version 0.1 was applied with default parameters performing TSS exclusion (–t 2000) (Lovén et al. 2013; Whyte et al. 2013). Using the intersected peaks between H3K4me1 and H3K27ac ChIP-seq signal (this list also excluded promoters). The 4 hpf enhancers were stratified into three equal-sized cohorts for further examination, and the super-enhancers remained at *N* = 411. For the 24 hpf potential enhancers, the enhancers list in Pérez-Rico et al. (2017) were lifted over using UCSC to Zv10 and used in the ROSE algorithm version 0.1. Candidate transcription factor motifs was determined by intersecting potential enhancers with ATAC-seq narrowpeaks signal, and this list was used in HOMER findMotifsGenome.pl to find known binding motifs and motif frequency. The list was cross-referenced with Click-iT-seq data, regardless of maternal contribution, to verify expression of potential transcription factor in the early embryo. Bubble plot was created in R (R Core Team 2017), using standard methods. Ctcf motifs were determined by HOMER findMotifsGenome.pl, potential Ctcf locations were determined by converting the HOMER output to WIG files and ran in Danpos (Chen et al. 2013) for locations.

#### Metaregion analysis for ChIP-seq, ATAC-seq, and Click-iT-seq

To generate metaregions plots of ChIP-seq, ATAC-seq, and Click-iT-seq, signal was averaged in 10-kb bins across the genome using get_datasets.pl from Biotoolbox (https://metacpan.org/release/Bio-ToolBox). The metaplots were visualized in R using standard methods. For full details, see Supplemental Methods.

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE152744. The Hi-C contact maps and raw data in this study have also been submitted to the 4D Nucleome data portal (https://data.4dnucleome.org/Cairns_zf_embryo_HiC).

## Supplementary Material

Supplemental Material

# Supplementary material for: Chromatin architecture transitions from zebrafish sperm through early embryogenesis
**Source:** Genome Res. 2021 Jun;31(6):981–94. doi: 10.1101/gr.269860.120
**Supplement:** Supplemental Material

Chromatin architecture transitions from zebrafish sperm through early embryogenesis — Chromatin architecture transitions from zebrafish sperm through early embryogenesis — Supplemental Material 

# Chromatin architecture transitions from zebrafish sperm through early embryogenesis

## Supplemental Material

- Supplemental\_Table\_S1.xlsx
- Supplemental\_Material\_.docx

# Supplementary material for: Chromatin architecture transitions from zebrafish sperm through early embryogenesis
**Source:** Genome Res. 2021 Jun;31(6):981–94. doi: 10.1101/gr.269860.120
**Supplement:** Supplemental Material

**Supplemental material**

**Chromatin architecture transitions from zebrafish sperm through early embryogenesis**

Candice Wike^1^, Yixuan Guo^1^, Mengyao Tan^1^, Ryohei Nakamura^2^, Dana Klatt Shaw^3^, Noelia Díaz^4^, Aneasha F. Whittaker-Tademy^1^, Neva C. Durand^5^, Erez Lieberman Aiden^5^, Juan Vaquerizas^4,6^, David Grunwald^3^, Hiroyuki Takeda^2^, & Bradley R. Cairns^1*^

Department of Molecular and Human Genetics, Baylor College of Medicine, Houston, TX 77030, USA. Department of Computer Science, Department of Computational and Applied Mathematics, Rice University, Houston, TX 77005, USA. Broad Institute of Harvard and Massachusetts Institute of Technology (MIT), Cambridge, MA 02139, USA. Center for Theoretical Biological Physics, Rice University, Houston, TX 77030, USA.

*Correspondence to; Bradley R. Cairns ()

Table of contents

Pages 2-18: Supplemental Methods

Pages 19-32: Supplemental Figures & legends

Pages 33-34: Supplemental References

Additional File: Supplemental_Table_S1.xlsx

**SUPPLEMENTAL METHODS**

**Isolating zebrafish cells from embryo and sperm for Hi-C protocol**

*Early dechorionated preZGA samples*

PreZGA samples were dechorionated with pronase (Sigma-Aldrich, working concentration 10mg/ml) at 1-cell stage shortly after mating. About 500 µL of pronase was dropped onto embryos in 10cm dish with just enough E3 buffer to cover the embryos for 7 mins. After the 7 mins the pronase+E3 buffer was poured off of the embryos carefully and more E3 buffer (pre-warmed to 28.5°C) was added to the dish for a wash. Embryos were kept under buffer the entirety of the washing to prevent any bursting. The embryos were swirled with the E3 buffer a few times and the buffer was then poured off. The wash procedure was repeated 2-3 times until chorions were no longer visible in the buffer or surrounding embryos. The embryos were then transferred to a glass dish and washed an additional two times with more E3 buffer. Embryos were then incubated at 28.5°C until collection time. At the time of collection, the embryos were transferred to 1.5 mL eppendorf tube with a transfer pipette carefully to not disrupt the embryos.

*Late dechorionated preZGA, 4hpf, 5.3hpf, and 24hpf samples*

Embryos at preZGA, 4hpf, 5.3hpf and 24hpf were dechorionated with pronase at the time of collection as described above. After the 4-5 washes the embryos were transferred to 1.5 mL eppendorf tube with a transfer pipette carefully to not disrupt the embryos. The embryos were then deyolked as the yolk proteins interfere with digestion steps later in the Hi-C protocol.

The 4hpf, 5.3hpf and 24hpf samples were deyolked with the deyolking buffer (55mM NaCl, 1.8mM KCl, 1.25mM sodium bicarbonate) and both early and late dechorionated preZGA samples were deyolked with 0.5M sucrose/PBS to preserve cell membrane integrity. Zebrafish embryo cells were fixed using 1% formaldehyde and 1xPBS for 10mins at room temperature and stopped with 0.2M glycine. Cells were washed in 1x PBS and snap frozen with liquid nitrogen and stored at -80°C.

*Collection and fixation of sperm samples*

Sperm samples were collected and put into Hank's balanced salt solution (Kroeger et al. 2014) kept on ice and counted with hemocytometer. Approximately 5 million sperm cells per tube were aliquoted, then washed twice in 1xPBS and fixed in 1% formaldehyde for 10mins at room temperature and stopped with 0.2M glycine. Sperm cells were washed in 1x PBS and snap frozen with liquid nitrogen and stored at -80°C.

**Fixing S2 cells for Hi-C protocol**

For spike-in preparation, S2 cells were counted with a hemocytometer and split into separate tubes with a maximum of 5million cells per tube, washed twice in 1xPBS and fixed with 1% formaldehyde/1xPBS for 10mins. Fixation was stopped with 0.2M glycine for 5 mins. The aliquots of cells were then pelleted, flash frozen in liquid nitrogen, and stored in -80°C, until utilized in Hi-C experiments. Important to note, adding the spike-in control at the cell lysis, doesn’t account for differences such as fixation, however, we try and alleviate this by fixing S2 cells in batches of no more than 5 million cells.

**Hi-C protocol**

*Isolating zebrafish embryo nuclei*

Aliquots of enough cells at each timepoint were pulled out of freezer; 2.25hpf (10K to 100K cells), 4hpf (500K cells), 5.3hpf (400embryos, ~1 million cells) 24hpf (40embryos, ~1 million cells), Sperm (~ 1million cells). Cells were thawed on ice and recounted to verify accurate spike-in amount. Zebrafish cells were washed one time with Hi-C lysis buffer (10 mM Tris-Cl pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA-630) followed by a 15min lysis incubation on ice. During the lysis step the *Drosophila* S2 cells were added to each sample to equal 1/5 of the zebrafish cell count.

*Isolating zebrafish sperm nuclei*

An aliquot of cells was thawed on ice and recounted to verify accurate spike-in amount. Approximately 4 million cells were used per sample. Cells were washed one time with Hi-C lysis buffer followed by a 15min lysis incubation on ice. During the lysis step the *Drosophila* S2 cells were added to each sample to equal 1/5 of the zebrafish cell count.

*Isolating Drosophila S2 cells*

Aliquots of cells were thawed on ice and recounted to verify accurate spike-in amount. No more than 5 million cells were lysed at one time utilizing 500µl Hi-C lysis buffer on ice. Once the S2 cells were resuspended in lysis buffer they were added to the zebrafish cells undergoing lysis at the same time. Please see supplemental table 1 for all replicates where S2 Cells were included.

*Low cell in situ Hi-C after cell lysis*

Following nuclei isolation, the standard operating practices of the 4DN in situ Hi-C protocol was followed (Rao et al. 2014) adjusting buffers/enzymes based on the protocol for low cell in situ Hi-C **(Diaz et al. 2018).** Briefly, nuclei were washed in ice-cold 1X NEB buffer 2, followed by resuspension in 0.4% SDS incubated for 10mins at 65°C without agitation. SDS was quenched by adding 10% Triton X-100 and water, sample was then incubated at 37°C for 45mins at 650 rpm in an Eppendorf ThermoMixer. Prior to digestion, 10% of the volume was removed for quality control (QC) and digestion efficiency assays. MboI digestion was carried out in 1xNEB2 buffer for 90mins at 37°C with a gentle rotation. For 10K-100K cells 50units was used, for 100K-5M cells 100units was used. After digestion, 10% was collected for QC and digestion efficiency. Overhangs generated by restriction enzymes were filled-in using 1.0mM biotin-14-dATP (Axxora, JBS-NU-835-BIO14-L) and other appropriate nucleotides with DNA polymerase 1 Klenow Fragment enzyme (NEB, M0210L) for 90mins at 37°C. Ligation was completed using T4 DNA ligase (NEB, MO202L) and appropriate buffers. Samples were rotated for 4h at room temperature. Once complete 10% of supernatant and 10% of pellet were collected for QC. Finally, DNA was extracted using an extraction buffer (adding 30 μl of 10% SDS, 24 μl 5M NaCl to 500 μl TE buffer) per sample before use. proteinase K was added and samples were digested for 30mins at 55°C at 1000 rpm. Then incubated at 65°C at 1000 rpm overnight. Lastly, DNA was extracted with phenol‐chloroform, ethanol precipitated, and treated with RNase. Quality control samples collected throughout the Hi-C protocol was run on a 5x TBE gel to verify digestion and ligation, while maintaining nuclei integrity. Digestion efficiency was detected after the experiment was completed. It was performed as suggested in (Hagege et al. 2007) a sample was only proceeded to library prep if it had an 80% efficiency digestion rate.

*Library construction*

For library construction using the Illumina Hiseq 2500 instrument no more than 5 μg of DNA was used for the following steps. Biotin was removed from unligated fragments using T4 DNA Polymerase incubated for 4hrs at 20°C. Nuclei was pelleted and then resuspended in 130uL of Nuclear Lysis buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, 1x protease inhibitor). DNA was sheared on a S220 Focused-ultrasonicator (Covaris) using a microTUBE AFA Fiber Pre-Slit Snap-Cap (Covaris, Cat# 520045) with the following program (4 cycles, each 60 secs long, 5% duty, 4 intensity, 200cycles/burst). The ligated biotin junctions were pulled down utilizing Dynabeads My one Streptavidin C1 (Life technologies, Cat# 65001). Library construction was then performed on beads by resuspending 1X TD (10 mM Tris-HCl, pH=8.0, 5 mM MgCl2; 10% DMF) add no more than 2.5 μl home-made Tn5 assembly (Picelli et al. 2014). The Tn5 assembly amount used was dependened on the batch’s activity at the time of use, which was optimized in a separate mock Hi-C experiment. Samples were incubated at 55°C for 10mins. The Tn5 library construction reaction was stopped with 0.5 μl 10% SDS on ice for 5 mins. Samples were than washed two times in 50mM EDTA followed by one wash in 10 mM Tris-HCl (pH 8.0). The library was resuspended in 22μl EB buffer. The beads can inhibit the PCR steps so the resuspended beads were split into 2 reactions with 10 μl of resuspended beads per reaction. Library construction PCR was done utilizing 2x Phusion High Fidelity PCR master Mix with HF Buffer (NEB cat #M0531S) and custom PCR primers (supplemental table 2). To determine the appropriate number of cycles a “pre-amp” PCR reaction was performed where 5 cycles of the PCR reaction was performed and then 5 μl of the PCR reaction was used in a qPCR (utilizing iTaq Universal SYBR Green Supermix (Bio-Rad) using a BioRad qPCR CFX connect instrument) to determine the number of cycles before max absorbency was reached. Typically, no more than 7-13 additional cycles were performed for the library construction PCR reaction. The PCR libraries were then size selected with AMPure beads and quantified on an Agilent Technologies 2200 TapeStation with a D1000 ScreenTape assay. The resulting libraries were then sequenced on a 2 × 125 cycle paired-end run on an Illumina HiSeq 2500 instrument.

For library construction using the Illumina Nova-seq instrument no more than 5 μg of DNA was used for the following steps. Please note, the library construction protocol was changed when we switched to the Novaseq instrument due to the limitations of the machine we had to adapt and utilize a dual index primer set. Biotin was removed from unligated fragments using T4 DNA Polymerase incubated for 4hrs at 20°C. Nuclei was pelleted and then resuspended in 130uL of Nuclear Lysis buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, 1x protease inhibitor). DNA was sheared on a S220 Focused-ultrasonicator (Covaris) using a microTUBE AFA Fiber Pre-Slit Snap-Cap (Covaris, Cat# 520045) with the following program (2 cycles, each 50 sec long (total 100 secs), 10% duty, 4 intensity, 200cycles/burst). The ligated biotin junctions were pulled down utilizing Dynabeads My one Streptavidin C1 (Life technologies, Cat# 65001). Library construction was then performed on beads as instructed by NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (E6240) with NEBNext® Multiplex Oligos for Illumina (Dual Index Primers Set, E7600S). Instead of AMPure bead washes between each library step the resuspended beads were washed using a magnet with the following steps: wash with 200 μl 1xBW (5 mM Tris-HCl (pH 7.5), 0.5 mM EDTA,1 M NaCl) and 0.1% Triton x-100. Second wash with 200 μl 10mM Tris-HCl (pH 7.5). When washes were finished the beads were resuspended in appropriate amounts of 10mM Tris-HCl (pH 7.5) required for the next step in the protocol. After the adaptor was ligated samples were resuspended in 50 μl 10mM Tris-HCl (pH 8.0) and proceeded to PCR library prep. The beads can inhibit the PCR steps so the resuspended beads were split into 5 reactions with 10 μl of resuspended beads per reaction. Library construction PCR was done utilizing 2x Phusion High Fidelity PCR master Mix with HF Buffer (NEB cat #M0531S) and NEBNext® Multiplex Oligos for Illumina (Dual Index Primers Set, E7600S). To determine the appropriate number of cycles a “pre-amp” PCR reaction was performed where 5 cycles of the PCR reaction was performed and then 5 μl of the PCR reaction was used in a qPCR (utilizing iTaq Universal SYBR Green Supermix (Bio-Rad) using a BioRad qPCR CFX connect instrument) to determine the number of cycles before max absorbency was reached. Typically, no more than 7-13 additional cycles were performed for the library construction PCR reaction. The PCR libraries were then size selected with AMPure beads and quantified on an Agilent Technologies 2200 TapeStation with a D1000 ScreenTape assay. The resulting libraries were then sequenced on a 2 × 150 cycle paired-end run on an Illumina Nova-seq instrument.

**ChIP-seq protocol**

ChIP experiments were carried out as described previously (Goren et al. 2010).

*Modified for cell isolation from the 4hpf and 24hpf embryos*. Briefly, approximately 200-300 embryos were dechorionated with pronase. Zebrafish cells were fixed using 1% formaldehyde and stopped with 0.2M glycine. Cells were snap frozen with liquid nitrogen and stored at -80°C. Approximately 1000 embryos were used for the 4hpf, and 200 embryos were used for the 24hpf. ChIP-seq by first lysing cells on ice and then DNA was fragmented to a size range of 200–700bp with a Branson 450 Digital Sonifier.

*Modified for sperm chromatin shearing*

Traditional Branson sonication did not shear zebrafish sperm chromatin. Following standard HiC preparation we were able to shear the sperm chromatin to the appropriate size range for ChIP. Sperm samples were collected and fixed as described above. Sperm cells were washed one time with Hi-C lysis buffer (10 mM Tris-Cl pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA-630) followed by a 15min lysis incubation on ice. Nuclei were washed in ice-cold 1X NEB buffer 2, followed by resuspension in 0.5% SDS incubated for 10mins at 65°C without agitation. SDS was quenched by adding 10% Triton X-100 and water, sample was then pelleted at 2500xg for 5min at 4°C. Nuclei was resuspending in 130uL of Nuclear Lysis buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, 1x protease inhibitor). DNA was sheared on a S220 Focused-ultrasonicator (Covaris) using a microTUBE AFA Fiber Pre-Slit Snap-Cap (Covaris, Cat# 520045) with the following program (2 cycles, each 60 secs long, 5% duty, 4 intensity, 200cycles/burst). Samples were then transferred to a new tube and the SDS concentration was lowered to 0.1% using ChIP Dilution Buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 7.5, 167 mM NaCl) The samples were clarified by centrifugation for 15mins at 16100xg at 4°C. The solubilized chromatin was

*Antibody immunoprecipitation and washes*

A small amount of sample was taken as input. Solubilized chromatin was precleared with Protein A-Dynabeads for 1 hr at 4°C. The beads were removed and the solubilized chromatin was immunoprecipitated with antibody against H3K27ac (Active Motif, Cat # 39133), Pol II (RNA Pol II (8WG16/Covance MMS-126R), Smc3 (Cell Signaling, 5696S) or Rad21 (Abcam, Cat#992). Protein A‐Dynabeads were used to pull‐down the antibody–chromatin complexes which were then washed and eluted. After cross‐link reversal (5 hours, 65ºC) and proteinase K digestion, both immunoprecipitated DNA and input DNA were extracted with phenol‐chloroform, ethanol precipitated, and treated with RNase. Libraries were made by NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (E6240) with NEBNext Multiplex Oligos for Illumina (E7335L). High-throughput sequencing was performed by Illumina’s protocol for 50bp single-end runs on an Illumina HiSeq 2500. Two biological replicates and one input were generated for the 4hpf timepoint. ChIP-qPCR was performed with the was performed with iTaq Universal SYBR Green Supermix (Bio-Rad) using a BioRad qPCR CFX connect instrument.

**ATAC-seq protocol**

The original protocol from (Buenrostro et al. 2015) was modified for zebrafish nuclei collection. Approximately 300 embryos/tube of a 4hpf embryo was lysed with Tn5 Lysis buffer (10mM Tris-Cl, pH 7.4, 10mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA 630 + 1% protease inhibitor). Nuclei were isolated by removing chorion, yolk and cell membrane by physical disruption utilizing a 3ml syringe/20G needle while kept on ice. Nuclei were washed 2 times at room temperature for 10mins with nuclei wash buffer (50mM Tris-HCl pH 8.0, 100mM NaCl, 10mM EDTA + 1% protease inhibitor). The ATAC-seq library was made using Nextera DNA Flex Library Prep Kit (illumina, 20018704) according to kit specifications. Proper sizing of tagmentation was determined by DNA acrylamide gels utilizing Typhoon imager (GE Healthcare) for each lot of enzyme used.

High-throughput sequencing was performed by Illumina’s protocol for 150bp paired-end runs on an Illumina HiSeq 2500. Two biological replicates were generated for the 4hpf timepoint.

**Western Blot**

Approximately 200-300 embryos were collected at the timepoints following the chorion removal. Samples were lysed and 4x SDS buffer was added to the sample to obtain a 1x final concentration and samples were boiled at 100°C for 5mins. The samples were then resolved on a 15% SDS-PAGE and transferred to nitrocellulose according to standard procedures. For Licor detection blots were blocked using 1% SeaBlock (Thermo Fisher Scientific, Cat # 37527). The blots were probed with primary antibodies (as listed above) at 4°C overnight. For loading controls the blots were probed with Histone H3 (mAb, Active Motif, Cat # 39763). Blots were washed and incubated in IRdye secondary antibodies (LICOR) at room temperature for 1 hr. Blots were scanned using the Odyssey® CLx Imaging System and it was used to analyze and quantitate bands.

**Immunohistochemistry and DAPI staining early zebrafish embryos**

Standard protocol for immunohistochemistry was followed as in (Zhang et al. 2018). Briefly, embryos were collected at appropriate time points and fixed with fresh 4% paraformaldehyde (Electron Microscopy, 50980487) in 1xPBS at room temperature for 2 hours or overnight at 4ºC. Fixed embryos were dehydrated in methanol and stored at -20ºC. For immune-staining, embryos were rehydrated into PB3T (1xPBS with 0.3% TritonX-100, and then incubated in blocking agent (1% BSA, 0.3 M glycine in PB3T). Embryos were incubated with primary antibodies diluted in blocking agent overnight at 4°C. Primary antibodies were removed and embryos were washed extensively with PB3T. Embryos were next incubated with appropriate secondary antibodies in the dark followed by extensive washes in PB3T. Primary antibodies used was: RNA Pol II ser 5 pho at 1:500 (Active Motif, Cat# 39233). Secondary antibodies used were donkey α-rabbit IgG-488 at 1:500 (Life Technologies, Cat # A-21206). DAPI was used at 1:1000 as a nuclear counterstain. The yolk cells were removed from embryo and embryo was mounted on glass slide with ProLong Gold Antifade mounting media (Thermo Fisher Scientific, Cat# P-36931) and a 2.0mm square coverslip sealed with nail polish. Samples were stored at 4°C until imaged.

**Imaging Zebrafish Embryos**

Confocal images were acquired on a Leica SP8 White Light laser confocal. Image processing was completed using Nikon NIS-Elements multi-platform acquisition software with a 40X/1.10 Water objective. Fiji (ImageJ, V 2.0.0-rc-69/1.52p) was utilized to color DAPI channel to cyan, GFP color remained green. Confocal images are max projections of Z stacks taken 0.5μm apart for a total of the embryo ~7-12 μm.

**DAPI staining and cell cycle staging for the 2.25hpf Hi-C embryo samples**

At the time of collecting 2.25hpf embryo samples for Hi-C approximately 25 embryos where collected and carefully labeled to reference back to the appropriate fixed Hi-C sample. The early dechorionated embryos were fixed at the same time as the Hi-C sample with 4% PFA overnight at 4°C. The late dechorionated embryos were fixed, with chorion on, at the same time as the Hi-C sample with 4% PFA overnight at 4°C. The embryos were manually dechorionated and washed in PB3T (as described above) for 5 mins. They were incubated with DAPI (1:500, 1mg/mL stock) for 30mins. Cell cycle stage (non-mitotic, mitotic, anaphase) for embryos in each 2.25hpf sample collection was counted utilizing an epifluorescence Zeiss Axioplan microscope (Zeiss). Representative images for Supplemental Fig. 1B were confocal images taken on Leica SP8 White Light laser confocal as described above. Samples with greater than 70% in a non-mitotic cell cycle stage were used for the 2.25hpf in the Hi-C samples.

**Embryo and sperm brightfield imaging**

Carefully staged embryos were imaged on an stereo dissecting microscope with brightfield and a 10x objective and imaged with Apple Iphone 10 through the microscope eyepiece. Images were converted to greyscale and brightness/contrast were adjusted linearly where appropriate in adobe photoshop. Sperm sample was imaged on inverted epifluorescence microscope (Zeiss). Brightness and contrast were adjusted linearly where appropriate in adobe photoshop.

**QUANTIFICATIONS AND STATISTICAL ANALYSES**

**Hi-C data processing**

Reads were aligned to a merged (chromosomes were labeled 1-25) and dm6 (chromosomes were labeled 2L, 2R, 3L, 3R, 4D, XD, YD) genome using BWA-MEM (V 0.7.15-r1140, http://bio-bwa.sourceforge.net/bwa.shtml) using the following options -A 1 -B 4 -E 50 -L 0. HiCExplorer (V3.3, https://hicexplorer.readthedocs.io/en/latest/) hicBuildMatrix was used to create matrix at 10kb, 25kb, 100kb resolutions, using the option –outBam (To extract valid Hi-C reads). Matrices of different species were split using hicAdjustMatrix. The replicates for each timepoint as demonstrated in supplemental table 1 were summed utilizing hicSumMatrices. Once summed the sperm, 2.25hpf, 4hpf, 5.3hpf, 24hpf matrices were normalized using hicNormalize option—smallest. The DMSO, SGC, and FLAV matrices were normalized to each other using hicNormalize --smallest. Filtering out low-count bins, the normalized matrices were corrected using hicCorrectMatrix. After correcting these final matrices were used for plotting images as well as for TAD/domain calling. For the processed files available on GEO, the valid pairs bam file from the 25kb built matrices replicates were merged using SAMtools merge (V1.8, http://www.htslib.org/doc/samtools-merge.html) and that file was further processed to text file with bamToBed using bedtools (V2.22.1, https://bedtools.readthedocs.io/en/latest/). The processed files were also utilized to create ‘.hic’ format files with the juicer tool (Durand et al. 2016). The previously published zebrafish HiC data sets that were used in this paper were from (Kaaij et al. 2018) (GSE105013). The valid pairs from the supplementary file provided on Geo were used for supplemental figure 2 and supplemental table 1.

**A/B compartment detection**

A/B compartments were called utilizing HiCExplorer (V2.1.4, https://hicexplorer.readthedocs.io/en/latest/content/News.html#release-2-1-4) with hicPCA on 100kb normalized and corrected matrices for each timepoint to create the BigWig of the first and second principal component analysis. hicTransform option –method all, created the Pearson matrix that was used to plot regions of interest along with the pca1.bw in hicPlotMatrix.

**Insulation score and boundary calling**

Domains and domain boundaries were identified by hicFindTADs command HiCExplorer (V3.3). The TAD separation scores in embryos were first calculated for a range of threshold comparisons from 0.001-0.5 (sup Fig 3A). Ultimately, boundaries were calculated with the following both N=10kb or 25kb resolution --step N --thresholdComparisons 0.05 --delta 0.01 --correctForMultipleTesting Bonferroni.

To remove false positive boundary calls due to genome assembly issues we visually inspected the boundaries called in the 2.25hpf (preZGA) and the 4hpf timepoints, where the least structure is present, for both 10kb and 25kb boundaries and determined a list of blacklisted regions. These regions were intersected and removed from all boundaries called for each timepoint utilizing a 30kb (for 10kb resolution) and 130kb (for 25kb resolution) window. Domains were identified as regions between two boundaries, after removing blacklisted boundaries, and no more than 500kb distance between two boundaries as done in (Hug et al. 2017).

To map insulation score using deeptools (V2.0, <https://deeptools.readthedocs.io/en/develop/content/list_of_tools.html>). The bedGraph of ‘score.bedGraph’ file in hicFindTADs program was converted to a BigWig with bedGraphToBigWig. This BigWig was then used in plotting insulation score of all samples with a given bed file.

**Flare/hinge calling**

Flare/hinge regions in sperm Hi-C data was found by extracting the positive values from the last column of the bedGraph matrix in the ‘tad_score.bm’ file from hicFindTADs command HiCExplorer (V3.3). Flares/hinges were merged if within 50kb of each other and the first round of filtering was done to remove blacklisted regions as described previously. A second round of filtering was done by visually inspecting the positive flares and verifying they were not a false positive due to a genome assembly issue. Once flare/hinge list was filtered, the size of a flare was calculated by the width of the positive values in the bedGraph matrix. The distance between two flares was calculated by measuring the distance of one flare to the other. The distance between flares was excluded if there was a genome assembly gap creating a blacklisted region causing an inaccurate distance measurement.

**GC fractionation and TSS enrichment analysis**

GC fractionation over each Hinge like domains as determined by CpG_calculator.pl (Biotoolbox, https://github.com/tjparnell/biotoolbox), as compared to a shuffled region of the genome. The GC fraction for each Hinge was mapped in Prism 8 as a violin plot. Odds ratios and p values were calculated using Prism 8 using Fisher’s exact test on a contingency table of TSS versus not TSS genes and Flare versus no Flare with Bonferroni correction. The list of genes that are expressed as firstwave, ZGA, 5.3hpf TSS’s were obtained from (Chan et al. 2019). For all TSS’s regardless of expression were found through UCSC Genome browser tables.

**Simulated Hi-C data processing**

The 2.25hpf -early dechorionated (preZGA), 24hpf, and sperm were aligned to the Zv10 genome alone. HiCExplorer (V3.3, https://hicexplorer.readthedocs.io/en/latest/) hicBuildMatrix was used to create matrix at 25kb resolutions, using the option –outBam (To extract valid Hi-C reads). The validpairs bam files for 24hpf and sperm were subsampled, utilizing picard.jar DownsampleSam (https://gatk.broadinstitute.org/hc/en-us/articles/360037056792-DownsampleSam-Picard-), to 100, 50, 40, 30, 20 million reads. The preZGA validpairs bam file was subsampled to 100, 50, 60, 70, 80. The downsampled bam files were then split to FASTQ files and realigned to the Zv10 genome. Hi-C Matrices were made again as described above and the appropriately mixed matrices were summed utilizing hicSumMatrices (50:50, 60:40, 70:30, 80:20) and were corrected prior to visualizing with hicPlotMatrix. TADs were called for each simulated Hi-C matrix, utilizing the above specifications, to measure the insulation score genome wide. The analysis of the insulation score centered on the boundaries called in the 24hpf sample was described as above. The metaplots were visualized in R (V3.3.3, 2017) (Team 2017) utilizing ggplot2

**ChIP-seq data processing and peak calling.**

Fastq files were aligned to Zv10 using novoalign (version 2.8) with the following parameters: -r Random -o SAM. SAM files were converted to BAM format and sorted with SAMtools (V1.8, http://www.htslib.org/doc/samtools). BAM files for technical replicates were merged using SAMtools merge (V1.8, http://www.htslib.org/doc/samtools-merge.html). Paired-end ChIP-seq data with multiple biological replicates and their corresponding input data were then processed using Multi-Replica Macs ChIPSeq Wrapper (https://github.com/HuntsmanCancerInstitute/MultiRepMacsChIPSeq) with the following parameters: --species zebrafish --pe --nodup --cutoff 2 --tdep N, N represents the smallest read counts among replicates divided by 10^6^. The log_2_ fold enrichment BigWig files were used for generating heatmaps and metaplots. For single-end ChIP-seq, fragment sizes were checked using Macs2 predicted and bam2wig.pl (Biotoolbox, https://github.com/tjparnell/biotoolbox), for IP and corresponding input bam files. The MultiRepMacsChIPSeq (version 9, https://github.com/HuntsmanCancerInstitute/MultiRepMacsChIPSeq) with options: --species zebrafish --size M --nodup --cutoff 2 --tdep N, M represents the predicted fragment size. For published ChIP-seq without biological replicates and input, peaks were called using Macs2 callpeak -B --fix-bimodal --extsize 250 -q 0.01 --SPMR. Fold enrichment was generated from bedGraph files of treat_pileup and control_lambda with Macs2 bdgcmp, which then was converted to log_2_ fold enrichment by convert_FE_to_log2FE.pl script (Biotoolbox, <https://github.com/tjparnell/biotoolbox>). The available ChIP-seq data sets that were used in this paper were as followed: Sperm ChIP seq H3K27ac H3K27me3 and H3K4me3 (GSM3165194); 24hpf histone H3K4me3 (GSE71434), histone H3K27me3 (GSE35050) histone H3K27ac (GSE32483); 4hpf histone H3K27ac (GSE114954), histone H3K27me3 (GSE114954), histone H3K36me3(GSE114954), histone H3K4me3 (GSE114954), histone H3K4me1(GSE32483).

**ATAC-seq data processing**

Fastq files were aligned to Zv10 using novoalign with the following parameters: -r Random -o SAM. SAM files were converted to BAM format and sorted with SAMtools (V1.8, http://www.htslib.org/doc/samtools). BAM files for technical replicates were merged using SAMtools merge (V1.8, http://www.htslib.org/doc/samtools-merge.html). Data with multiple biological replicates were then processed using Multi-Replica Macs ChIPSeq Wrapper(https://github.com/HuntsmanCancerInstitute/MultiRepMacsChIPSeq) with the following parameters: --species zebrafish --pe --min 30 --max 120--nodup --cutoff 2 --tdep N, N represents the smallest read counts among replicates divided by 10^6. The fragment sizes were set to be subnucleosomal to allow for identification of transcription factor binding. 

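The fragments counted were 30 to 120 bp long, and the peaks called from them were wider. Peaks on chromosomes 1 to 25 had a median width of 740 bp, and the middle 50% lay between 590 and 1050 bp. The narrowest peaks were 500 bp wide, and 27.3% were wider than 1 kb. Peak boundaries lay in steps of 10 bp, no peaks overlapped, and the smallest gap between adjacent peaks was 260 bp. No minimum width or joining distance is stated for peak calling, so whether 500 bp and 260 bp are settings is unknown. The widest peak, 97.0 kb, lay on chromosome 5 from 42590011 to 42687030, next to one of 69.5 kb from 42518111 to 42587580. The lowest score in the list was 20, which is 10 times the stated cutoff of 2. The median score was 131 and the 95th percentile 1068, while the highest-scoring 1% of peaks, 823 in number, held 50.1% of the summed score. Without peaks scoring at least 10000, the highest-scoring 1% held 12.7%. Wider peaks tended to have higher scores, with a Spearman's rho of 0.382 across peaks, which are places in 1 pooled list and not independent replicates.

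**Figure D2:**
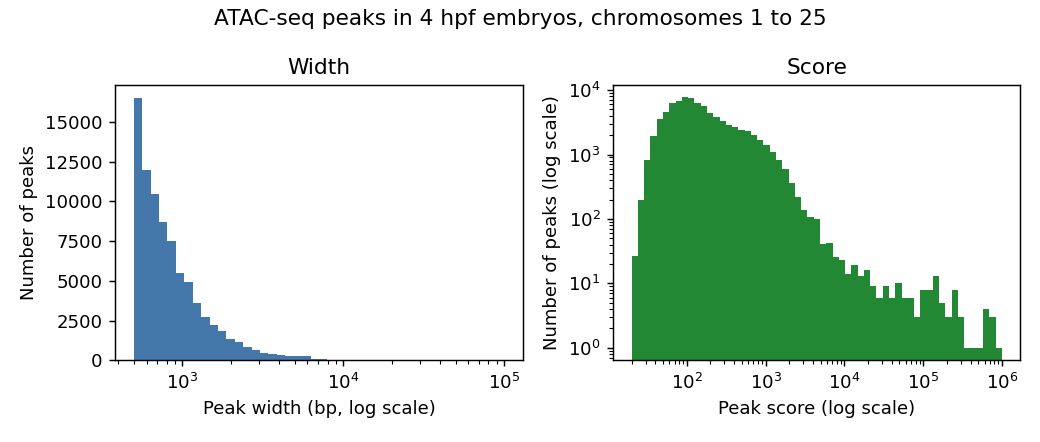
Number of peaks on chromosomes 1 to 25 by peak width in bp (left, log scale on the horizontal axis) and by the authors' peak score (right, both axes on a log scale), from the pooled 4 hpf peak list. Widths start at 500 bp, and scores start at 20 with a long upper tail.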

The log_2_ fold enrichment BigWig files were used for generating heatmaps and metaplots.

**Click-iT-seq and RNA-seq data processing**

The published Click-iT-seq data set available from (SRP184786) files were aligned to Zv10 genome using STAR 2.5.3a with the following parameters: --twopassMode Basic --quantMode TranscriptomeSAM --outFilterMultimapNmax 100 --winAnchorMultimapNmax 200 --outMultimapperOrder Random --outSAMmultNmax 1 --outWigType bedGraph. Bedgraph files were converted to BigW­ig files with UCSC bedGraphToBigWig.

The published RNA-seq TPM were downloaded from Expression Atlas E-ERAD-475. The z-score and heatmap were created in R (R: A language and Environment for Statistical Computing, R Core Team, R Foundation for Statistical Computing, Vienna, Austria, 2017, <https://www.R-project.org>), using ComplexHeatmap. Raw gene counts were obtained from (Expression Atlas E-ERAD-475). Differentially expressed genes were identified by DESeq2 (q<0.01, fold change>=1.5).

**ROSE enhancer algorithm and sequence motif enrichment analysis**

To identify enhancers and super enhancers (SE) the ROSE algorithm version 0.1 was applied with default parameters performing TSS exclusion (–t 2000) (Loven et al. 2013; Whyte et al. 2013). Using the intersected peaks between H3K4me1 and H3K27ac ChIP-seq signal (this list also excluded promoters). For the 4hpf enhancers, were stratified into three equal sized cohorts for further examination while the super enhancers remained at N=411. For the 24hpf potential enhancers, the enhancers list in (Perez-Rico et al. 2017) were lifted over using UCSC to ZV10 and utilized in the ROSE algorithm version 0.1. 

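Intersecting a list of regions with the ATAC-seq peaks keeps the parts of the regions that are accessible at 4 hpf. The number kept depends on where the regions lie. For comparison, the share of all positions at which a segment of a given length touches a peak was counted. The overlap of the paper's enhancers with the peaks was not measured here, and the lengths are settings and not enhancer lengths. Of all positions for a 1 kb segment on chromosomes 1 to 25, 11.9% touched at least 1 peak. For a 10 kb segment the share was 41.8%, and for a 12.5 kb segment it was 47.2%. With the 12271 peaks that scored at least 500, these shares were 2.37%, 8.63% and 10.1%. The shares count every start position up to the last peak of each chromosome, assembly gaps included, and promoters were not set apart.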

Candidate transcription factor motifs was determined by intersecting potential enhancers with ATAC-seq narrowpeaks signal and this list was used in HOMER findMotifsGenome.pl to find known binding motifs and motif frequency. The list was cross-referenced with Click-iT-seq data to verify expression, regardless of maternal contribution, of potential transcription factor in the early embryo. Bubble plot was created in R (R: A language and Environment for Statistical Computing, R Core Team, R Foundation for Statistical Computing, Vienna, Austria, 2017, <https://www.R-project.org>), using standard methods. CTCF motifs were determined by HOMER findMotifsGenome.pl, potential CTCF locations were determined by converting the HOMER output to wig files and ran in Danpos (Chen et al. 2013) for locations.

**Metaregion analysis for HiC insulation, ChIP-seq, ATAC-seq, and Click-iT-seq**

To generate metaregions plots of ChIP-seq, ATAC-seq, and Click-iT-seq signal was averaged in 10kb bins across the genome using get_datasets.pl from Biotoolbox (https://github.com/tjparnell/biotoolbox). 

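The peaks called from the same ATAC-seq reads were also counted in 10 kb bins, without a comparison with peaks placed at random. Of 134005 such bins on chromosomes 1 to 25, 60.5% held no peak summit, 24.7% held 1 and 14.7% held 2 or more, up to 8 in a bin. The median summed score of a bin with a peak was 194, and the highest 1% of bins, 1341 in number, held 54.9% of the summed score. Without peaks scoring at least 10000, the highest 1% of bins held 22.8%. In windows of 400 kb, the median was 21 peaks, the 5th percentile 6 and the 95th percentile 53. These values come from the authors' peak scores and not from the log2 fold enrichment tracks that the metaplots average.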

To generate metaregion plots for HiC insulation the bedGraph matrix in the ‘tad_score.bm’ file from hicFindTADs command HiCExplorer (V3.3) was converted to a bigWig using UCSC bedGraphToBigWig. These resulting files were used to make heatmaps across either boundaries, enhancers, or flares generated with deeptools (V2.0, <https://deeptools.readthedocs.io/en/develop/content/list_of_tools.html>). The metaplots were visualized in R (V3.3.3, 2017) using standard methods.

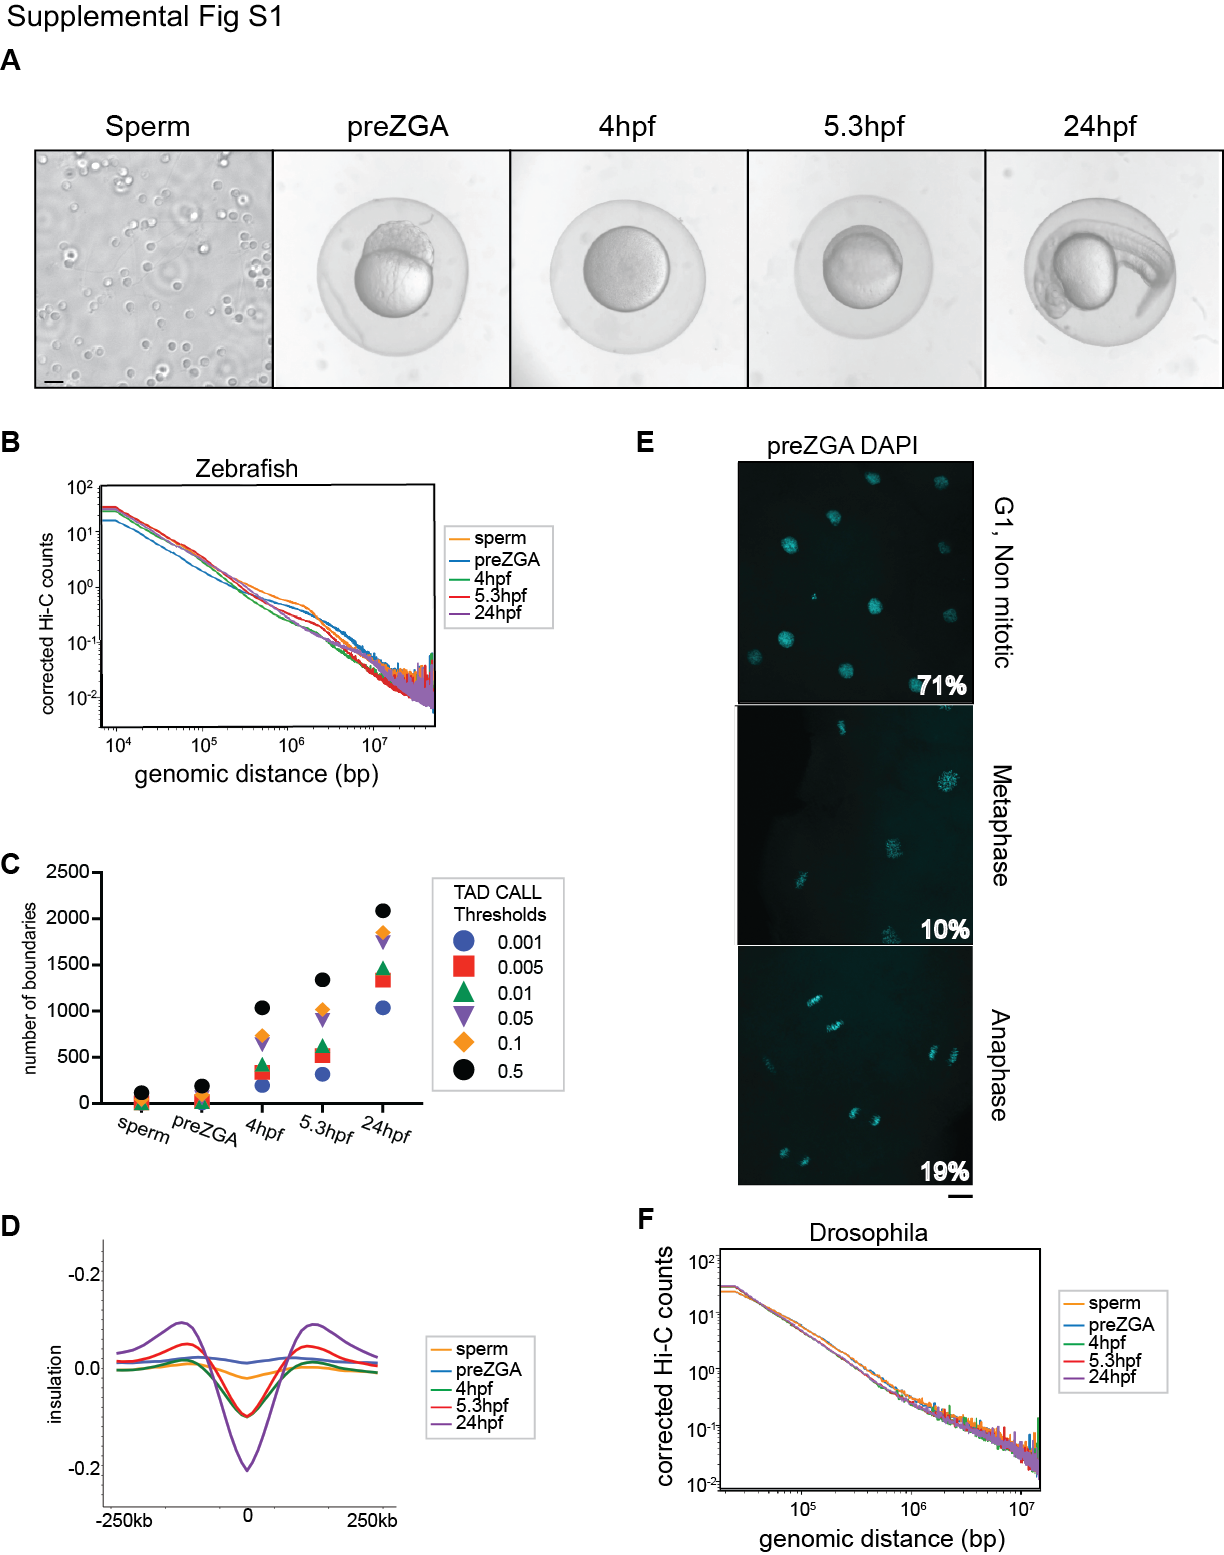

Supplemental Fig S1. Quality control analysis of zebrafish embryos and contact maps.

1. Representative brightfield images of sperm, and embryos collected at the indicated timepoints.
2. Zebrafish contact probability plotted against genomic distance the combined contact maps from each developmental timepoint collected are shown.
3. Number of TAD-boundary calls for different boundary thresholds at each developmental time point.
4. Metaplot of the insulation of each developmental timepoint Sperm (orange), preZGA (blue), 4hpf (green), 5.3hpf (red), 24hpf (purple) centered on boundaries determined at 24hpf (threshold 0.05, 10kb resolution).
5. Fluorescent microscopy images of DAPI-stained embryos at preZGA (2.25hrs). Signal from DAPI reveals the cell stage synchronization of the embryos. The percentage of embryos in each cell cycle stage collected in the preZGA sample used in Figure 1 is marked in the bottom right of each image.
6. Contact probability for the *Drosophila* spike in, plotted against genomic distance the combined contact maps from each developmental timepoint collected are shown.

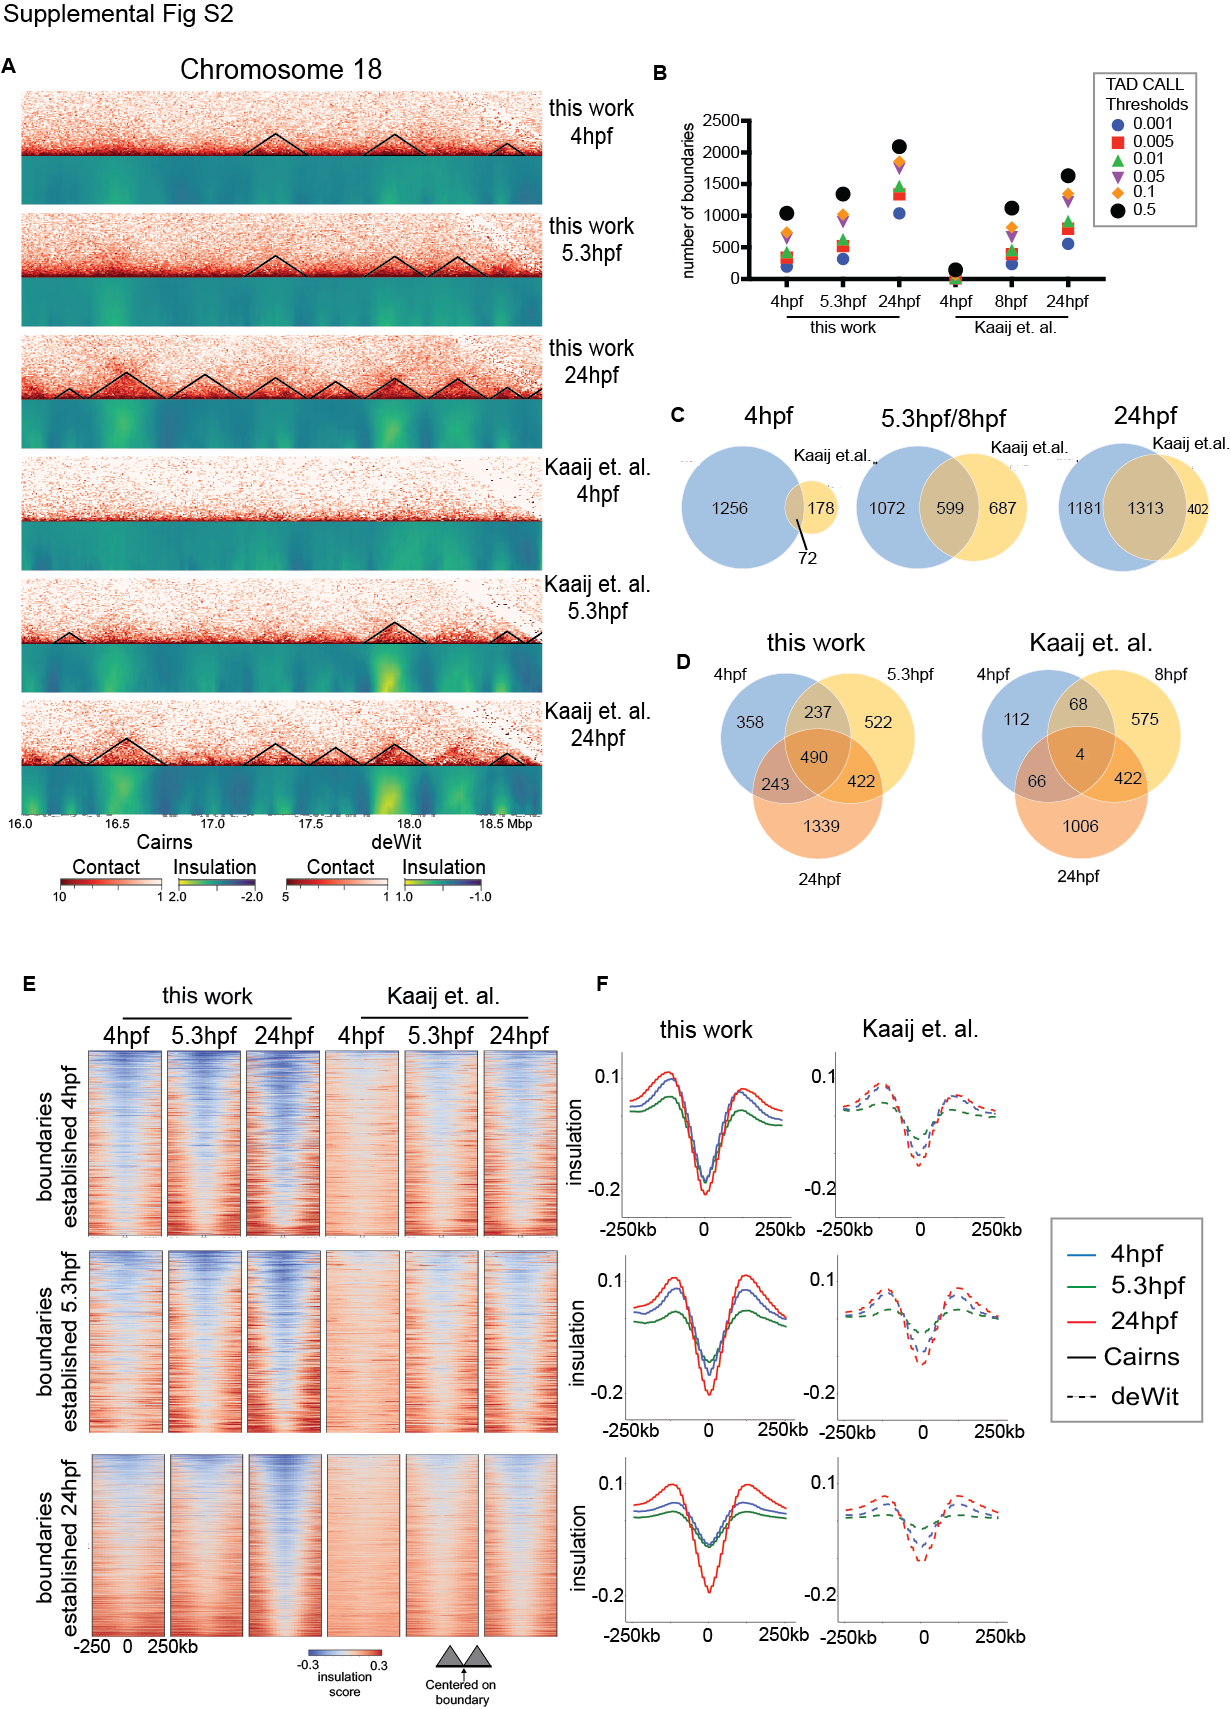

Supplemental Fig. S2 Establishment of boundaries during zygotic genome activation.

1. Hi-C contact maps (10kb resolution in log scale) and Heatmap of insulation scores at different window sizes for 4hpf, 5.3hpf and 24hpf for this work and previously published (Kaaij et al. 2018) samples. Black lines overlaid on contact maps depict detectable domains and boundaries for each timepoint.
2. Number of TAD-boundary calls for different boundary thresholds at each developmental time point for this work, and the previously published (Kaaij et al. 2018) samples.
3. Venn diagram indicate overlap of called boundaries comparing this work (blue) to Kaaij et al., 2018 (yellow) for 4hpf (left), 5.3hpf (middle) and 24hpf (right) samples.
4. Venn diagram indicate overlap of called boundaries comparing between each timepoint 4hpf (blue) 5.3hpf (yellow), and 24hpf (orange) for this work (left) and Kaaij et al., 2018 samples.
5. Heatmaps of insulation scores at newly established boundaries for 4hpf (top) 5.3hpf (middle) and 24hpf (bottom). Positive insulation (red) indicates increased contacts and negative insulation (blue) indicates a lack of contacts.
6. Insulation score at established boundaries averaged across regions depicted in (E) for this work (left, solid line) and Kaaij et al., 2018 (right, dashed line) samples.

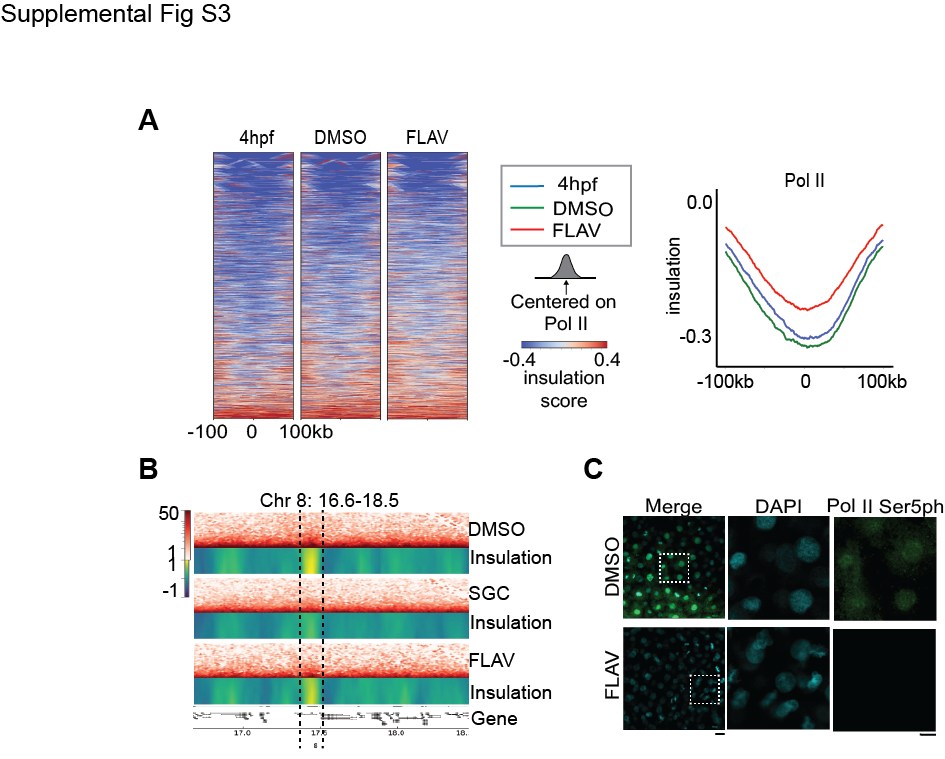

Supplemental Fig. S3 Dynamics of chromatin architecture at RNA Polymerase II binding sites upon transcriptional inhibition

1. Insulation score at the top 1000 Polymerase (Pol II) binding sites based on ChIP-seq at 4hpf (left), vehicle control (DMSO, middle) and flavopiridol (FLAV, right). Positive insulation (red) indicates increased contacts and negative insulation (blue) indicates a lack of contacts. The metaplot of insulation across the top 1000 Pol II binding sites is plotted (right) for 4hpf (blue) DMSO (green) and FLAV (red).
2. Representative contact maps for DMSO SGC and FLAV treated samples each presented for a 2Mb region on Chr 8 at 25kb resolution in log scale (top). Heatmap of insulation scores for different window sizes (bottom). Positive insulation (yellow) indicates increased contacts and negative insulation (blue) indicates a lack of contacts. The gene locations and distance are mapped
3. Immunofluorescence of Pol II ser5 (green) upon DMSO (top) FLAV (bottom) treatment. DNA is stained with DAPI. The white box indicates magnified area. Scale bar is 20um for merged panel and 10uM for DAPI and Pol II Ser5ph.

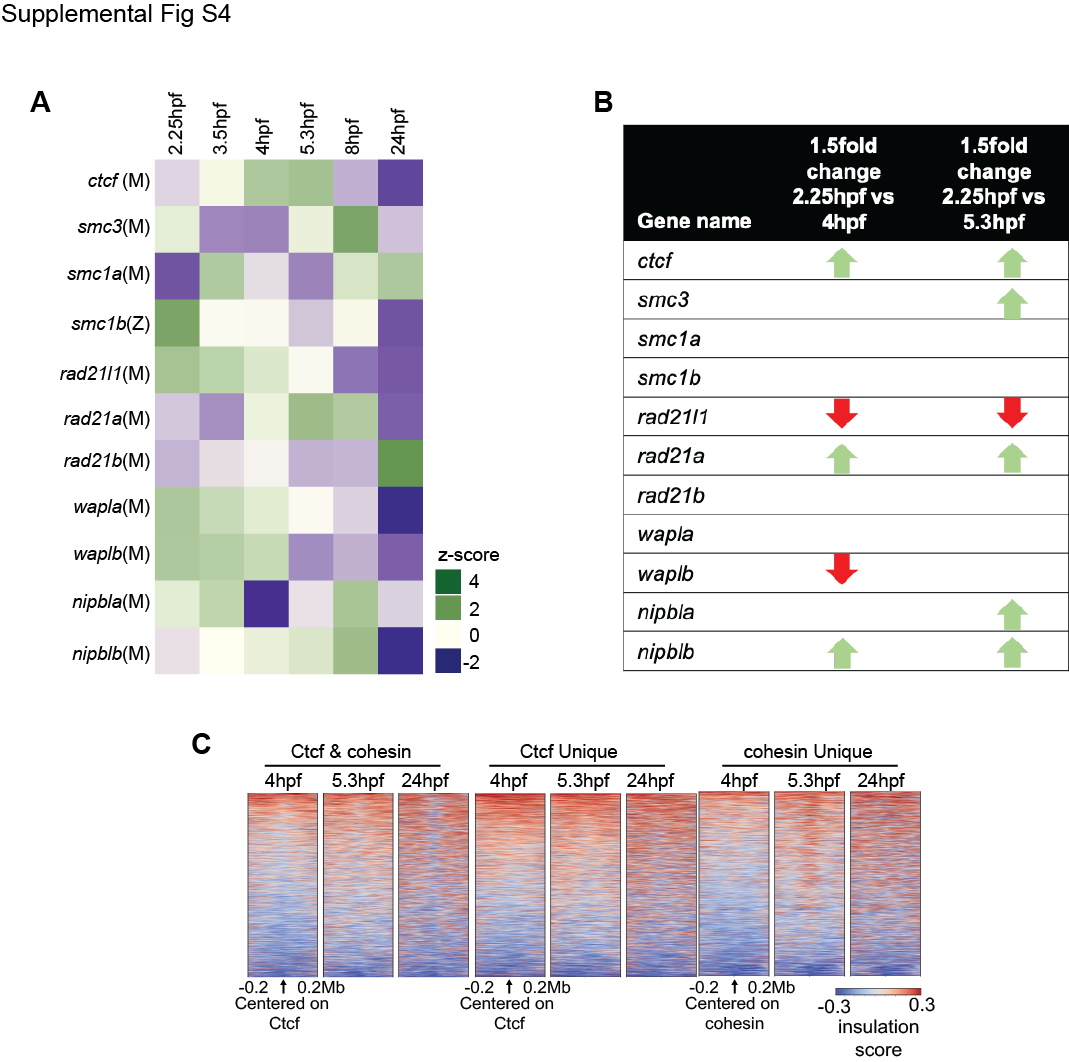

Supplemental Fig. S4 Chromatin architecture insulation at Ctcf motif and cohesin binding sites.

1. Heatmap of RNA-Seq expression z-scores computed for all genes through each column in the heatmap corresponds to the developmental times 2.25hpf, 3.5hpf, 4hpf, 5.3hpf, 8hpf, and 24hpf. Each row corresponds to a specific expressed gene as labeled. The genes are marked with (M) for maternal contribution or (Z) for Zygotic contribution as determined by Click-iT-seq from (Chan et al. 2019). The RNA-seq counts were obtained from (White et al. 2017).
2. Chart demonstrating the genes that are changing by 1.5 fold differential expression of genes between 2.25hpf and 4hpf (left) or 2.25 and 5.3hpf (right), as determined by DEseq2 in R package. The RNA-seq counts were obtained from (White et al. 2017). Green arrow means gene expression is up significantly and red arrow means gene expression is down significantly by 1.5 fold.
3. Heatmaps of insulation, centered on regions co-occupied by Ctcf binding sites and Rad21/cohesin (left), regions bearing Ctcf motifs but not Rad21/cohesin (middle) and regions (at 4hpf) occupied by cohesin but not Ctcf binding sites, at each developmental timepoint 4hpf, 5.3hpf, and 24hpf. Deeptools heatmap ranked by insulation. Positive insulation (red) indicates increased contacts and negative insulation (blue) indicates a lack of contacts.

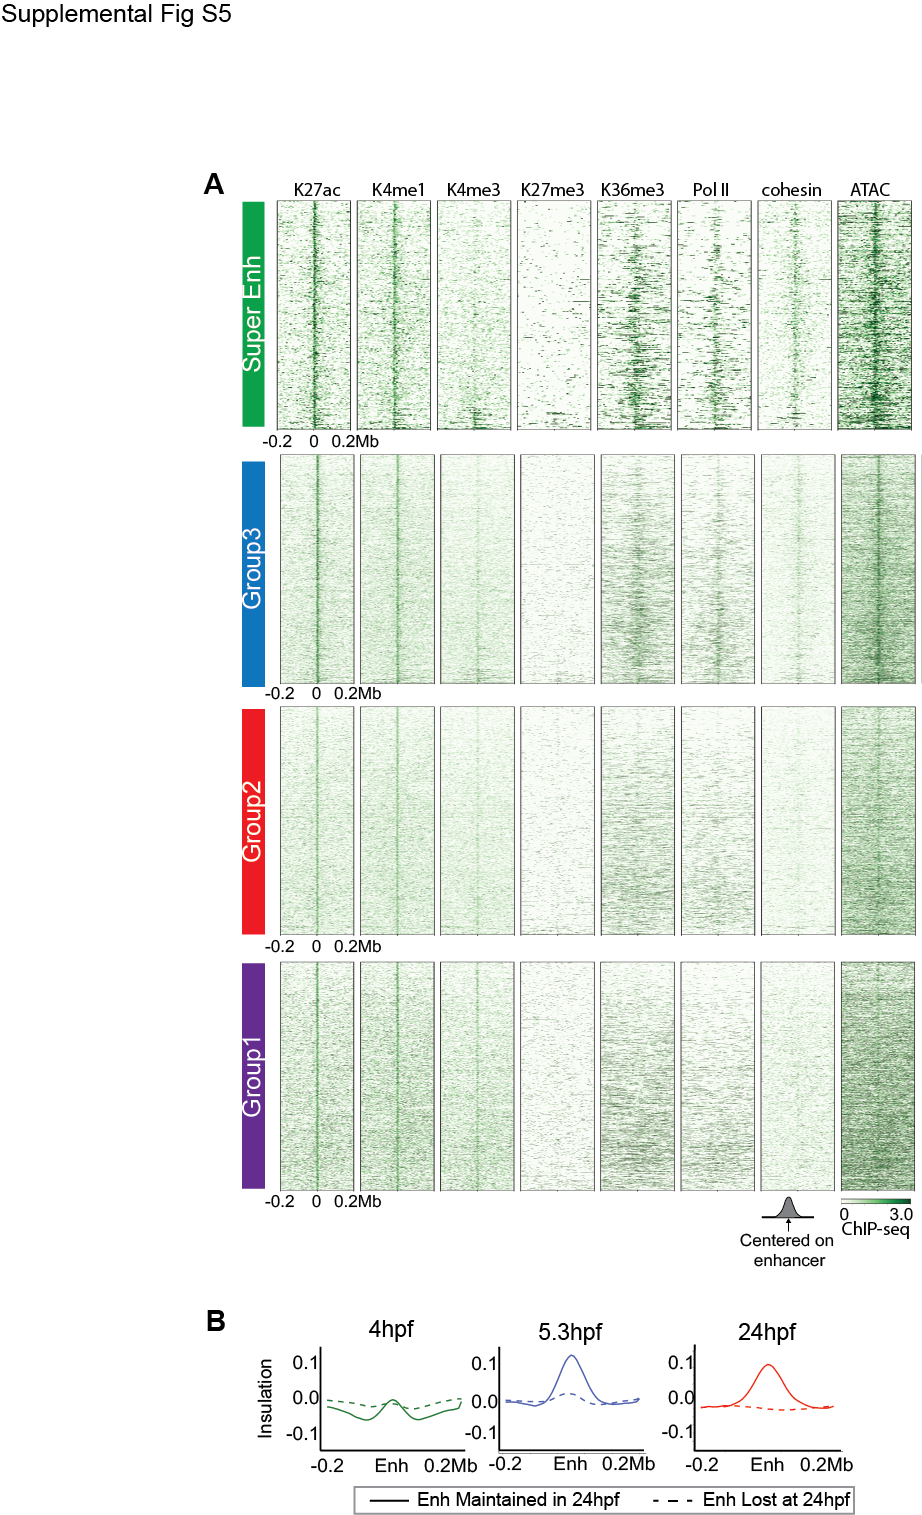

Supplemental Fig. S5 Chromatin characteristics at enhancers during zygotic genome activation.

1. Heatmaps centered on enhancers of each respective enhancer group ranked as in Figure 3B. Log2 fold enrichment of histone H3K27ac (Zhang et al. 2018), H3K4me1 (Bogdanovic et al. 2012), H4K3me3 (Zhang et al. 2016), H3K27me3 (Zhang et al. 2018), H3K36me3 (Zhang et al. 2018), Pol II, and cohesin ChIP-seq signal over input and ATAC-seq for 4hpf embryo.
2. Metaplot of the insulation score for 4hpf (green), 5.3hpf (blue), and 24hpf (red) centered on enhancers (Enh) with 200kb upstream and downstream. The distinguishing lines depict if the enhancers called at 4hpf is maintained at 24hpf (solid) or lost at 24hpf (dashed).

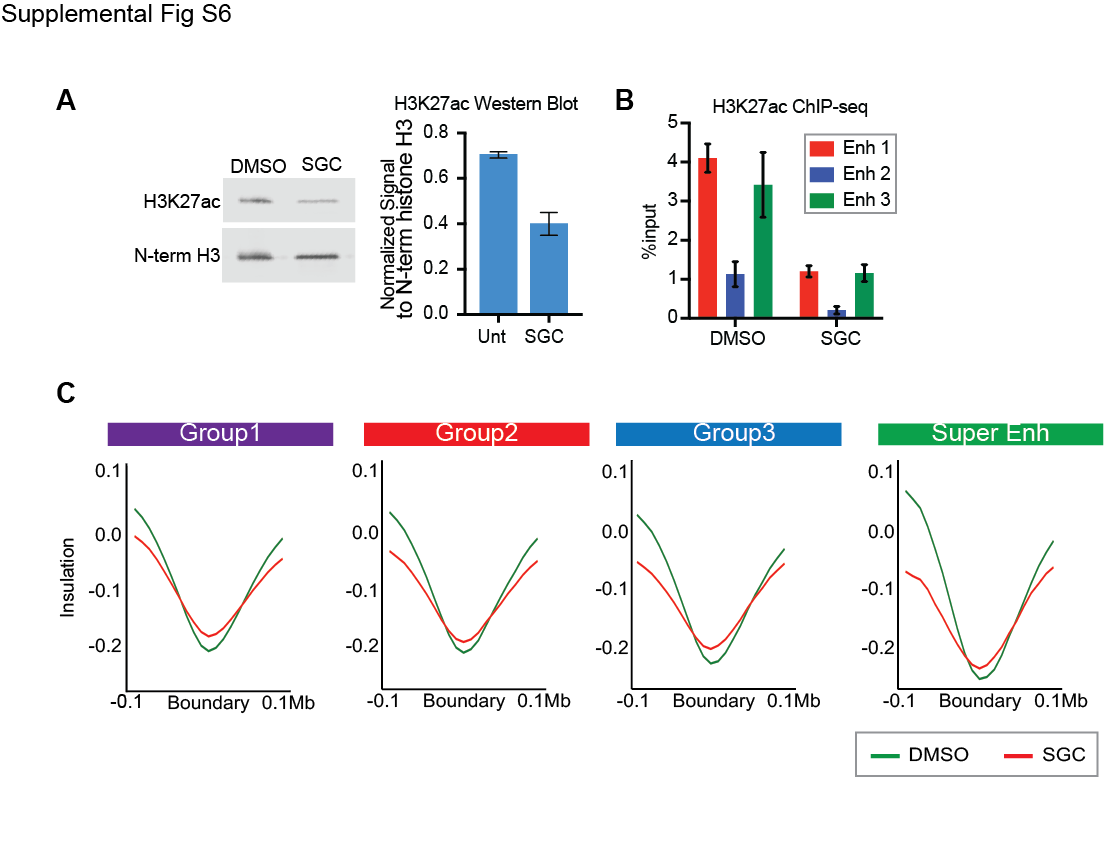
Supplemental Fig. S6 Boundary insulation in the early zebrafish embryo remains relatively unchanged following treatment with the inhibitor SGC.

1. Zebrafish embryo extracts collected at 4hpf following treatment with vehicle (DMSO) or SGC-CBP30 (SGC) were immunoblotted, and probed with antibodies raised against H3K27ac or the N-terminus of Histone H3 (left). The western/immunoblot is a representative image from three different collections. Protein quantification based on band intensities from the immunobot using the LiCor system (right). The amount of H3K27ac was normalized to the signal derived from the anti-N-terminal Histone H3 band. Error bars represent standard deviation of three experiments.
2. Levels of histone H3K27ac ChIP-qPCR present at three different enhancer regions called by ROSE, and normalized to input control, for DMSO and SGC treated embryos
3. Metaplot of the insulation at boundaries derived from 4hpf embryos, following treatment by DMSO (green) or SGC (red), centered on the boundary closest to the enhancer of each respective group, with 100kb upstream and downstream depicted.

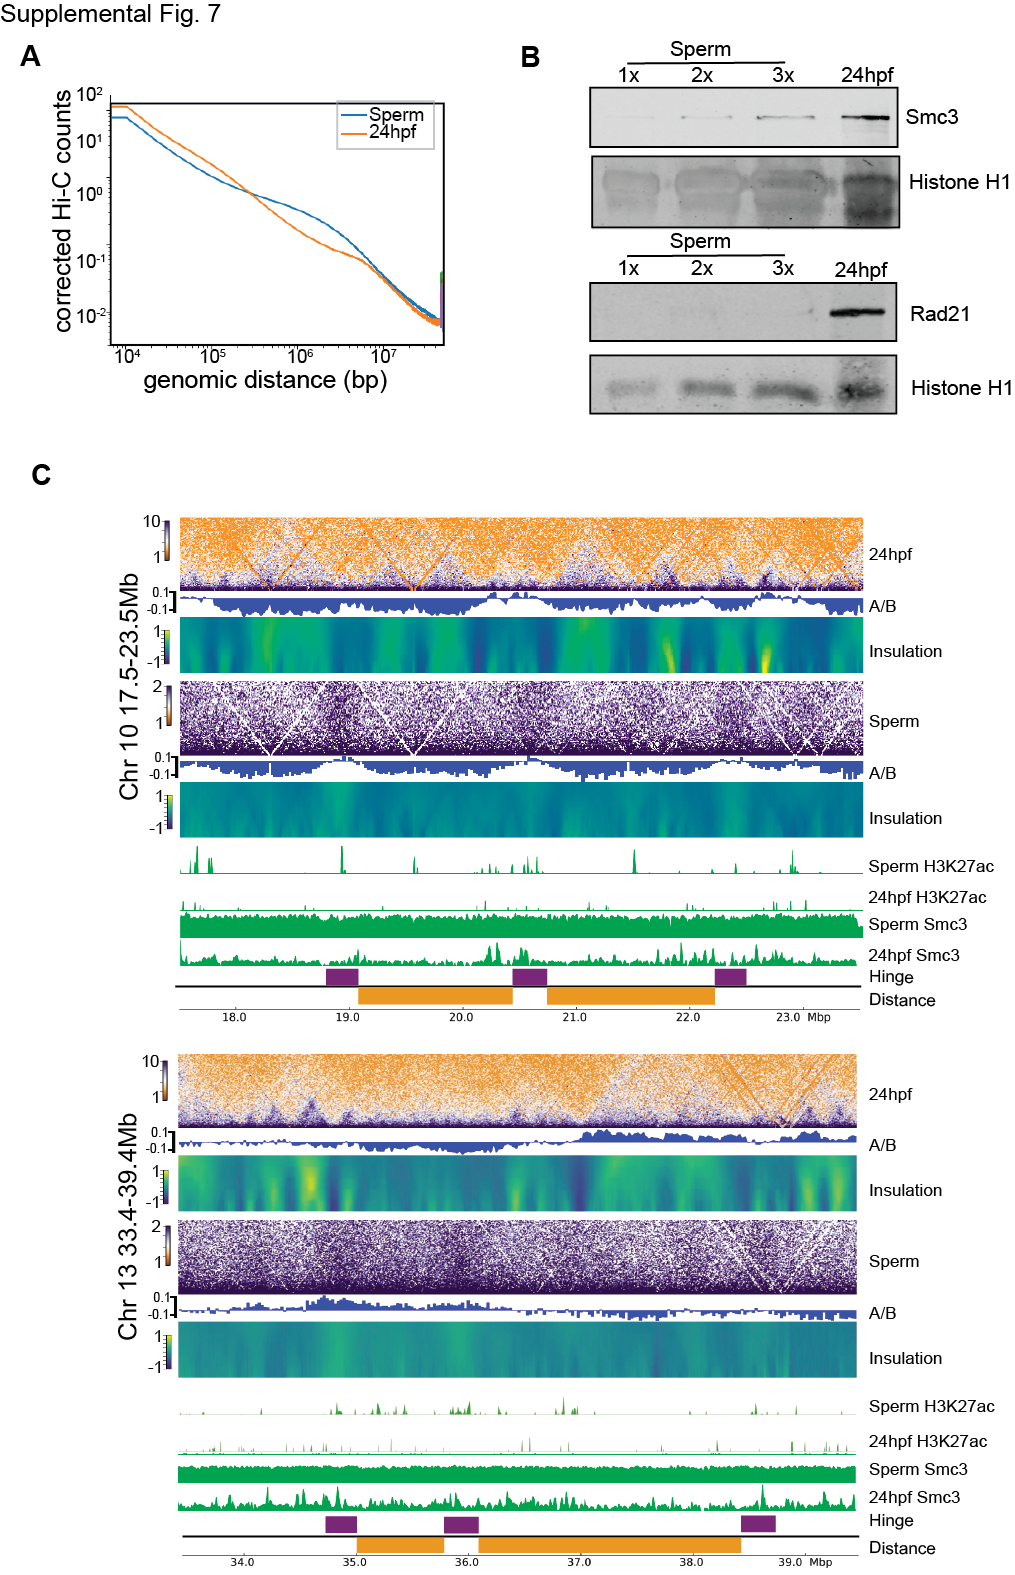
Supplemental Fig. S7 No discrete peaks are detected in sperm for Smc3

1. Contact probability plotted against sperm and 24hpf from Fig. S1B.
2. Zebrafish sperm and 24hpf embryo extracts were probed with Smc3 (top) and Rad21 (bottom), and Histone H1 (loading control). Sperm was loaded in increasing concentrations (1x, 2x, 3x). 24hpf is loaded equivalent to the 2x concentration.
3. Two additional examples of contact maps for 24hpf and sperm samples each presented for a 6Mb region on Chr 10 and 13 each is at 25kb resolution in log scale (top). First principal component values to determine A/B compartment status (middle). Heatmap of insulation scores for different window sizes (bottom). Genome browser snapshots of the occupied regions for histone H3K27ac (Zhang et al. 2018) and Smc3 in sperm and 24hpf timepoints (green). The hinge region is marked by purple square and distance is marked by orange square.

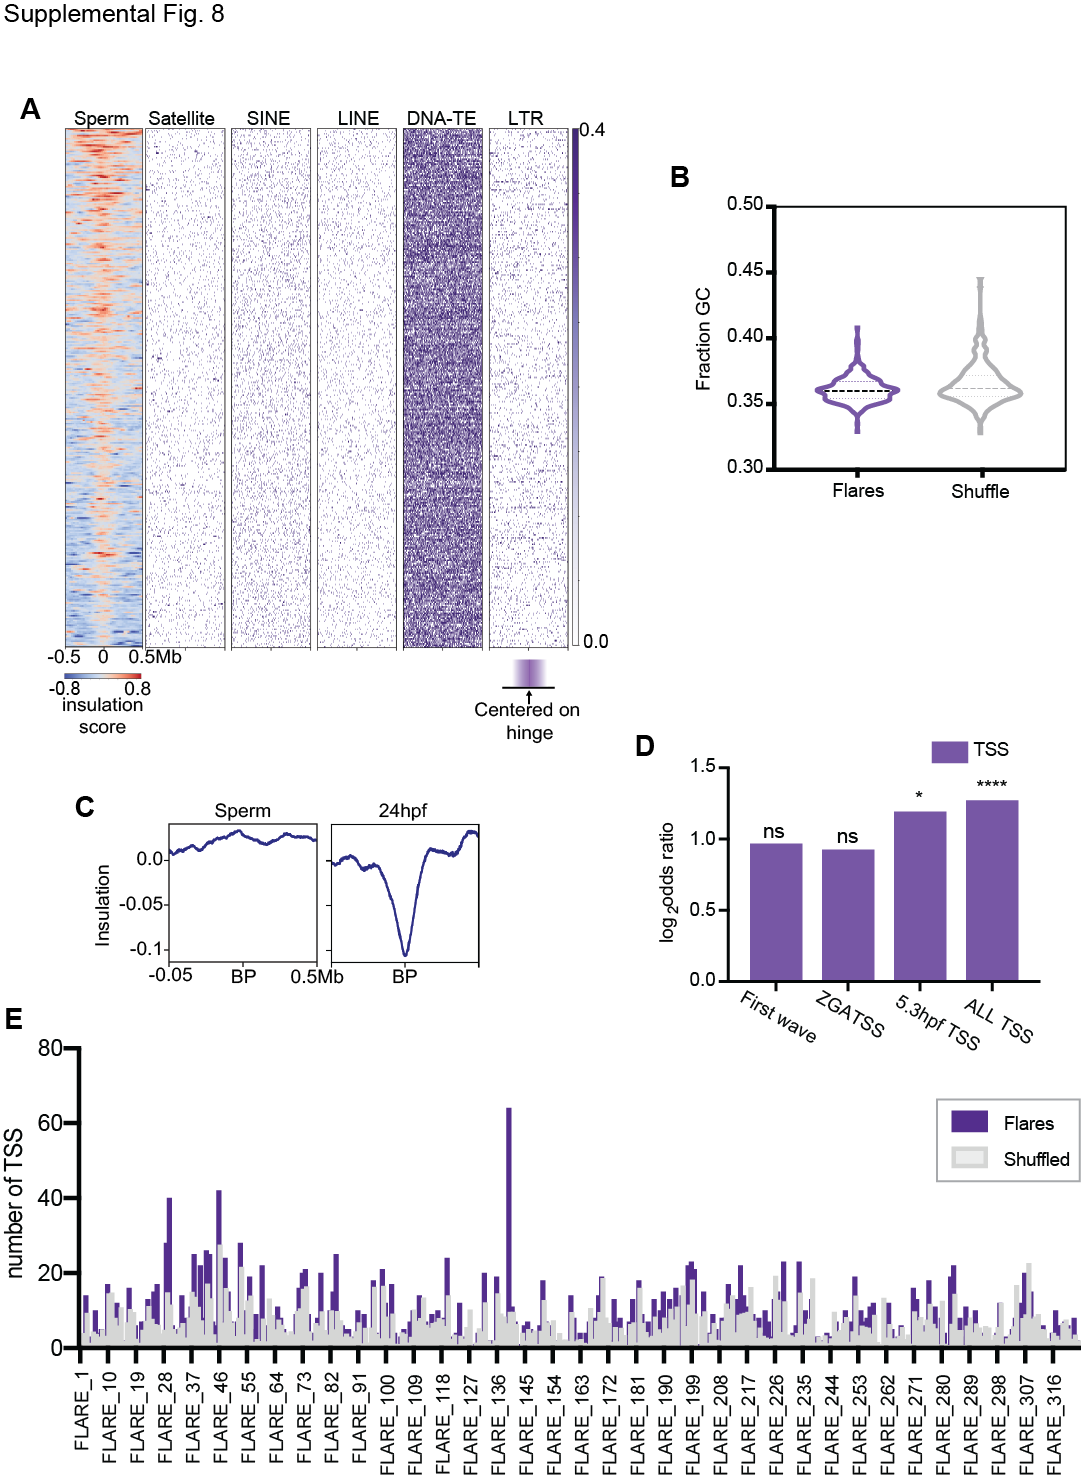

Supplemental Fig. S8 Genomic features at Hinge-Like Domains

(A) Heatmaps of repetitive elements at hinge like domains. The left is the Insulation map of sperm ranked by insulation strength, centered on hinge-like domains from Figure 6C. Positive insulation (red) indicates increased contacts and negative insulation (blue) indicates a lack of contacts. The right is the heatmaps centered on hinge for counts of different elements in the genome: Satellite, SINE, LINE, DNA-TE, LTR, and tRNA (marked in purple).

(B) GC fractionation over each Hinge like domains as compared to a shuffled region of the genome. The GC fraction for each Hinge was mapped as a violin plot.

(C) Insulation across breakpoints in zebrafish. Breakpoints were obtained from (Yang et al. 2020) and the metaplot of the insulation of sperm or 24hpf centered on the breakpoint is shown 500kb upstream and downstream.

(D) Odds ratio of transcription start sites (TSS) within a hinge. The list of genes that are

expressed as firstwave, ZGA, 5.3hpf TSS’s were obtained from (Chan et al. 2019). For all TSS’s regardless of expression were found through UCSC Genome browser tables. Significance was determined by Fisher’s Exact test p-value (n.s. no significance, **** p=0.0001).

(E) The bar chart demonstrates counts all TSS (purple) found per flare/hinge compared to a shuffled list (grey) of random genome locations. The higher number of TSS in Flare 138 is due to one gene repeat cluster and is not of functional significance.

**Supplemental References**

Bogdanovic O, Fernandez-Minan A, Tena JJ, de la Calle-Mustienes E, Hidalgo C, van Kruysbergen I, van Heeringen SJ, Veenstra GJ, Gomez-Skarmeta JL. 2012. Dynamics of enhancer chromatin signatures mark the transition from pluripotency to cell specification during embryogenesis. *Genome Res* **22**: 2043-2053.

Buenrostro JD, Wu B, Chang HY, Greenleaf WJ. 2015. ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide. *Curr Protoc Mol Biol* **109**: 21 29 21-21 29 29.

Chan SH, Tang Y, Miao L, Darwich-Codore H, Vejnar CE, Beaudoin JD, Musaev D, Fernandez JP, Benitez MDJ, Bazzini AA et al. 2019. Brd4 and P300 Confer Transcriptional Competency during Zygotic Genome Activation. *Dev Cell* **49**: 867-881 e868.

Chen K, Xi Y, Pan X, Li Z, Kaestner K, Tyler J, Dent S, He X, Li W. 2013. DANPOS: dynamic analysis of nucleosome position and occupancy by sequencing. *Genome Res* **23**: 341-351.

Diaz N, Kruse K, Erdmann T, Staiger AM, Ott G, Lenz G, Vaquerizas JM. 2018. Chromatin conformation analysis of primary patient tissue using a low input Hi-C method. *Nat Commun* **9**: 4938.

Durand NC, Shamim MS, Machol I, Rao SS, Huntley MH, Lander ES, Aiden EL. 2016. Juicer Provides a One-Click System for Analyzing Loop-Resolution Hi-C Experiments. *Cell Syst* **3**: 95-98.

Goren A, Ozsolak F, Shoresh N, Ku M, Adli M, Hart C, Gymrek M, Zuk O, Regev A, Milos PM et al. 2010. Chromatin profiling by directly sequencing small quantities of immunoprecipitated DNA. *Nat Methods* **7**: 47-49.

Hagege H, Klous P, Braem C, Splinter E, Dekker J, Cathala G, de Laat W, Forne T. 2007. Quantitative analysis of chromosome conformation capture assays (3C-qPCR). *Nat Protoc* **2**: 1722-1733.

Hug CB, Grimaldi AG, Kruse K, Vaquerizas JM. 2017. Chromatin Architecture Emerges during Zygotic Genome Activation Independent of Transcription. *Cell* **169**: 216-228 e219.

Kaaij LJT, van der Weide RH, Ketting RF, de Wit E. 2018. Systemic Loss and Gain of Chromatin Architecture throughout Zebrafish Development. *Cell Rep* **24**: 1-10 e14.

Kroeger PT, Jr., Poureetezadi SJ, McKee R, Jou J, Miceli R, Wingert RA. 2014. Production of haploid zebrafish embryos by in vitro fertilization. *J Vis Exp* doi:10.3791/51708.

Loven J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, Bradner JE, Lee TI, Young RA. 2013. Selective inhibition of tumor oncogenes by disruption of super-enhancers. *Cell* **153**: 320-334.

Perez-Rico YA, Boeva V, Mallory AC, Bitetti A, Majello S, Barillot E, Shkumatava A. 2017. Comparative analyses of super-enhancers reveal conserved elements in vertebrate genomes. *Genome Res* **27**: 259-268.

Picelli S, Bjorklund AK, Reinius B, Sagasser S, Winberg G, Sandberg R. 2014. Tn5 transposase and tagmentation procedures for massively scaled sequencing projects. *Genome Res* **24**: 2033-2040.

Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES et al. 2014. A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. *Cell* **159**: 1665-1680.

Team RC. 2017. R: A Language and Environment for Statistical Computing

. *R Foundation for Statistical Computing*.

White RJ, Collins JE, Sealy IM, Wali N, Dooley CM, Digby Z, Stemple DL, Murphy DN, Billis K, Hourlier T et al. 2017. A high-resolution mRNA expression time course of embryonic development in zebrafish. *Elife* **6**.

Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA. 2013. Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell* **153**: 307-319.

Yang H, Luan Y, Liu T, Lee HJ, Fang L, Wang Y, Wang X, Zhang B, Jin Q, Ang KC et al. 2020. A map of cis-regulatory elements and 3D genome structures in zebrafish. *Nature* **588**: 337-343.

Zhang B, Wu X, Zhang W, Shen W, Sun Q, Liu K, Zhang Y, Wang Q, Li Y, Meng A et al. 2018. Widespread Enhancer Dememorization and Promoter Priming during Parental-to-Zygotic Transition. *Mol Cell* **72**: 673-686 e676.

Zhang B, Zheng H, Huang B, Li W, Xiang Y, Peng X, Ming J, Wu X, Zhang Y, Xu Q et al. 2016. Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. *Nature* **537**: 553-557.

How the deposited data were processed for this re-analysis (not part of the article)

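ATAC-seq of wild-type zebrafish embryos at 4 hpf was analysed from 1 peak list, made by the authors from 2 biological replicates. The submitters' sample labels give 2 sequencing runs for replicate 1 and 3 for replicate 2. These 5 runs carry 3 different flow cell and lane marks, and the names of the peaks also speak of 3 lanes, but which runs entered the list is not stated there. The authors aligned 150 bp paired-end reads to Zv10 with Novoalign (version 3.8 in the submitters' processing notes), keeping 1 random placement for reads with several, merged technical replicates with SAMtools, and called peaks from fragments of 30 to 120 bp with the Multi-Replica Macs ChIPSeq Wrapper at a cutoff of 2, with both replicates scaled to the smaller depth and pooled. The names of the peaks carry the words nodedup and noChrM, which are read here as duplicates not removed and mitochondrial reads left out. The deposited list gives each peak's position, a score and a summit. The score is the authors' value per peak, with no scale named, and the columns for fold enrichment, p-value and q-value hold only 0 in the deposited list. Depth per replicate is unknown, since the list holds no read counts, and no interval that needs counts of reads is given.

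Peaks were read as deposited, with starts counted from 1. The main set was chromosomes 1 to 25. Density was taken over the length of each chromosome up to the end of its last peak, because no chromosome lengths were used. Peaks were joined into regions when the gap between them was at most 12.5 kb. Bins of 10 kb, windows of 400 kb and bins of 5 Mb counted peak summits, and the last incomplete bin of each chromosome was left out. To describe how closely peaks lie, summits were placed at random 1000 times over their chromosome or inside their own 1 Mb window, with assembly gaps and peak widths ignored. Scores of adjacent peaks were compared by Spearman's rho, with scores shuffled 100 times within each chromosome. Outer and inner parts of chromosomes were compared by the density ratio in each of the 25 chromosomes, with a 2-sided permutation test that flipped the sign of the log2 ratio 100000 times. Peaks scoring at least 10000 were joined into groups where the gap between them was at most 50 kb. The bootstrap interval of weak peaks on chromosome 4 came from 100000 resamples of its 9 bins. Fisher's exact test, 2-sided, compared unplaced scaffolds with chromosomes. Peaks and chromosomes are not biological replicates, so every p describes this 1 pooled list.

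The random placement was tested on simulated data with 82203 positions, drawn evenly over each chromosome. These data had no assembly gaps, no peak widths and no density that varies inside a 1 Mb window. The random placement was therefore not tested under those conditions. Unclustered positions had a neighbour within 12.5 kb in 78.6% of cases, with up to 79.0% in 100 shuffles in 1 Mb windows. When 10% of positions were moved beside another, the share was 80.2%, above the 79.03% reached in any of the shuffles.

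The rule for named places was the 10 regions with the largest summed score and the 10 highest-scoring peaks, with their nearest genes. Genes could not be assigned without an annotation of Zv10, so positions are given for some of these peaks, while the regions with the most peaks, the widest peaks and the remaining places were chosen after their values were seen. Motif shares at peaks, motif shares in dense regions, enriched 7-mers, peaks at the promoters of gene lists and the exclusion of peaks near transcription start sites were planned and not run, because they need a Zv10 sequence or annotation. The enhancer groups of Fig. 3 were not used here. Analyses were run with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.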

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

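The test of the spread of scores on chromosome 4 was chosen after the pattern and before its own result was seen. The tests of peaks scoring under 200 and of unplaced scaffolds were chosen after the result was seen. The span of 25 to 70 Mb and the score of 10000 were also chosen after the data were seen. No biological explanation was tested, since all samples share 1 stage and treatment.

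Peaks on chromosome 4 between 25 and 70 Mb, a part the paper does not discuss for ATAC-seq, had a median of 84.2 peaks per Mb over 9 bins of 5 Mb, against 61.2 over 242 bins of the other chromosomes, and 2 of the 9 bins lay above the 95th percentile of those (94.2). The bins at 25 to 30 Mb and 65 to 70 Mb held 47.6 and 49.6 peaks per Mb, below the median of the others. Median scores of the 9 bins stood further apart than densities, at 238 against 129. In 8 of the 9 bins the median score was above the highest of the 242 other bins (194), and at 25 to 30 Mb it was 122. High scores were not particular to this span, since the other 6 bins of chromosome 4 had median scores of 158 to 392, 3 of them above 194, at a lower median density of 29.4 peaks per Mb. Peaks scoring under 200 had a median of 38.8 per Mb in the 9 bins (95% bootstrap interval 33.6 to 43.6) against 40.0 in the others. An excess made of such peaks alone would need 63, for which the high median scores of these bins already left no room. The excess lay among peaks scoring at least 200, at a median of 46.4 per Mb against 19.3. This restates the high scores and is no separate evidence on weak peaks. Peaks scoring under 200 are also not only those near the lowest score of 20, since the median score of the list was 131. Reads spread at random over near-identical copies would give like scores. The interquartile range of log2 scores had a median of 2.48 in the 9 bins, against 1.81 in the 242 bins of the other chromosomes. A wide range was not particular to this span, since the other bins of chromosome 4 had 1.84 to 2.45. A bin can hold peaks inside and outside such copies, so a wide range does not exclude copies among them. Several repeat families with different copy numbers, which could also give a wide spread, remain open.

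Peaks scoring at least 10000 were 179 on chromosomes 1 to 25, 0.218% of the peaks there. Their median width was 4.99 kb, against 730 bp for the other peaks, and 43 of them lay in 12 groups of at least 3, when those with gaps of at most 50 kb between them were joined. Peaks covered 40.9% to 98.1% of the length of these groups, with a median of 77.8%. Sequence in many copies that the assembly holds in too few places is a candidate explanation, since such peaks made up 1.27% of the peaks on unplaced scaffolds, an odds ratio of 5.91 (95% interval 3.92 to 8.67, Fisher's exact test, p = 4.6e-14). The test counts each peak as independent, although the 179 peaks joined into 133 groups or single peaks. The interval may therefore be too narrow and p too small. Mitochondrial sequence inserted in the nuclear genome and extra copies of DNA in the embryos were not tested.

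Unplaced scaffolds, which the paper does not discuss, held 2512 peaks on 757 sequences, with a median score of 123.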

How the results depend on the processing

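The settings for chromosome 4, for neighbouring peaks, for scores of adjacent peaks and for chromosome ends were chosen after seeing the data, and those for the peak list and the joined regions before the data were examined. The number of peaks was between 80166 and 84715 with a higher minimum score of 40 or with unplaced scaffolds. The number of joined regions was 44368 with joining within 5 kb and 14728 with joining within 25 kb, which follows from the distance itself, and between 26683 and 28079 under the other settings. The density ratio of chromosome 4 between 25 and 70 Mb was 1.38 and rose to 2.40 with only peaks scoring at least 200, which follows from the higher density and median score of this part. It was 1.41 and 1.37 with a minimum score of 40 and without peaks scoring at least 10000. The share of peaks with a neighbour, the correlation of scores over all adjacent pairs and the density ratio of chromosome ends kept their direction and their side of the threshold under the alternatives run. No paired analysis was possible because both replicates belong to 1 group and are pooled in the list, which also means that neither could be left out. Alternatives for motifs, 7-mers, promoters and dense regions that were set out in advance were not run, and joined regions hold all peaks, promoters included, because no Zv10 sequence or annotation was used. Depth is unknown, so how many accessible places were missed cannot be stated.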

Other observations

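All tests in this part were chosen after the data were seen, that of neighbouring peaks before its own result was known. The width of 0.5 Mb for chromosome ends was also chosen after the data were seen.

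Accessible places were concentrated at the ends of chromosomes, which the paper does not report. In the outer 0.5 Mb of both ends the density was a median of 157 peaks per Mb over the 25 chromosomes, against 60.0 in the rest, and it was higher in 25 of 25 chromosomes. The ratio had a median of 2.56 and ran from 1.22 on chromosome 4 to 4.43 on chromosome 10 (permutation test, p = 1e-05, the smallest that 100000 sign flips can give). By distance from the nearest end, density over all chromosomes went from 148 peaks per Mb within 0.5 Mb to 76.1 between 0.5 and 1 Mb and 46.8 between 5 and 10 Mb, and was 65.2 beyond 10 Mb. With the outer 1 Mb the ratio was higher in 24 of 25 chromosomes, chromosome 4 being the exception, and with the starts of chromosomes alone in 23 of 25. Of the 10 joined regions with the most peaks, 7 lay within 1 Mb of an end. High-scoring peaks from sequence in many copies could raise the density there. Peaks in the outer parts had a median score of 146 against 131 in the rest and a median width of 870 against 730 bp. Of 3708 outer peaks, 11 scored at least 10000 (0.297%), against 168 of 78495 in the rest (0.214%). This small difference was not tested. The median ratio was 2.72 among peaks scoring at least 200. It was still 2.28 among peaks scoring under 200, so the excess was not confined to high-scoring peaks. With a median score of 146, most outer peaks scored under 200, so this ratio could hardly have been low. Whether such weaker peaks also come from sequence in many copies was not tested, and that explanation remains open. Whether genes are also denser at these ends was not tested, as no annotation was used.

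Peaks also lay closer together than peaks placed at random. A neighbour within 12.5 kb was found for 83.7% of peaks, against at most 80.3% in 1000 shuffles inside 1 Mb windows (permutation test, p = 0.001, the smallest they can give), so uneven density between such windows does not account for all of it. How much of this share comes from chromosome ends or from assembly gaps was not tested.

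Scores of adjacent peaks were correlated most where the gap was short. Spearman's rho was 0.369 for 14183 pairs less than 1 kb apart, 0.148 between 1 and 5 kb, 0.0604 between 5 and 12.5 kb, 0.0366 between 12.5 and 50 kb and 0.0481 for 5794 pairs over 50 kb apart. The highest of the shuffles was 0.0403 between 5 and 12.5 kb and 0.0304 between 12.5 and 50 kb, so rho stood only a little above them there. For gaps over 50 kb the highest of the shuffles was 0.0530 (permutation test, p = 0.0198), and without chromosome 4 rho was 0.0395 with a highest shuffle of 0.0366. Among all adjacent pairs it was 0.149, above all of 100 shuffles (permutation test, p = 0.0099, the smallest they can give). Without chromosome 4, rho was 0.324 for pairs less than 1 kb apart. Whether peaks that close are separate accessible places or parts of 1 wider stretch was not tested. These correlations are across peaks of 1 list, which are not independent replicates.

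Peak density at 4 hpf was also taken in the regions shown as Hi-C maps. Of these figures only Fig. 1B includes a map at 4 hpf, while Fig. 2B shows pre-ZGA embryos and Fig. 5B sperm and a later stage. The region of Fig. 1B on chromosome 18 had 82.3 peaks per Mb, above 89.3% of windows of its size. The region of Fig. 2B on chromosome 11 had 60.7 peaks per Mb, above 51.1% of windows of its size. In Fig. 5B, the region on chromosome 24 had 74.7 peaks per Mb and the region on chromosome 13 had 48.3, above 80.1% and 28.4% of windows of their size.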
